# The Kallikrein-Kinin System: A Novel Mediator of IL-17-Driven Anti-*Candida* Immunity in the Kidney

**DOI:** 10.1371/journal.ppat.1005952

**Published:** 2016-11-04

**Authors:** Kritika Ramani, Abhishek V. Garg, Chetan V. Jawale, Heather R. Conti, Natasha Whibley, Edwin K. Jackson, Sruti S. Shiva, William Horne, Jay K. Kolls, Sarah L. Gaffen, Partha S. Biswas

## Abstract

The incidence of life-threatening disseminated *Candida albicans* infections is increasing in hospitalized patients, with fatalities as high as 60%. Death from disseminated candidiasis in a significant percentage of cases is due to fungal invasion of the kidney, leading to renal failure. Treatment of candidiasis is hampered by drug toxicity, the emergence of antifungal drug resistance and lack of vaccines against fungal pathogens. IL-17 is a key mediator of defense against candidiasis. The underlying mechanisms of IL-17-mediated renal immunity have so far been assumed to occur solely through the regulation of antimicrobial mechanisms, particularly activation of neutrophils. Here, we identify an unexpected role for IL-17 in inducing the Kallikrein (Klk)-Kinin System (KKS) in *C*. *albicans*-infected kidney, and we show that the KKS provides significant renal protection in candidiasis. Microarray data indicated that Klk1 was upregulated in infected kidney in an IL-17-dependent manner. Overexpression of Klk1 or treatment with bradykinin rescued IL-17RA^-/-^ mice from candidiasis. Therapeutic manipulation of IL-17-KKS pathways restored renal function and prolonged survival by preventing apoptosis of renal cells following *C*. *albicans* infection. Furthermore, combining a minimally effective dose of fluconazole with bradykinin markedly improved survival compared to either drug alone. These results indicate that IL-17 not only limits fungal growth in the kidney, but also prevents renal tissue damage and preserves kidney function during disseminated candidiasis through the KKS. Since drugs targeting the KKS are approved clinically, these findings offer potential avenues for the treatment of this fatal nosocomial infection.

## Author Summary

*Candida albicans* is the causative agent of oropharyngeal candidiasis (OPC, thrush), dermal and vaginal candidiasis. However, the most severe *C*. *albicans*-induced disease is disseminated candidiasis, a frequent nosocomial infection associated with a high mortality rate. During disseminated candidiasis, *C*. *albicans* form invasive hyphae that damage target organs, particularly kidney and liver. Previous studies have identified an essential role of interleukin-17 (IL-17) in controlling systemic infection through regulation of neutrophils. We show here for the first time that IL-17 also regulates the renal protective Kallikrein-kinin system (KKS). Our discovery of a connection between IL-17 and the KKS suggests a new, previously unanticipated avenue for the treatment of renal damage in disseminated candidiasis. These findings have potential translational significance**,** as agonists of the KKS are in routine clinical use. Therefore, these results not only identify downstream mediators that could serve as novel drug targets, but could possibly be used to guide decisions on whether targeting these mediators could be a useful therapeutic option in conjunction with current antifungal therapies.

## Introduction

The commensal fungus *Candida albicans* causes several clinical conditions in immunocompromised individuals, including oropharyngeal candidiasis (OPC, thrush) and vaginal candidiasis [1]. However, the most severe *Candida*-induced disease is a systemic form of bloodstream candidiasis. Disseminated candidiasis is the fourth most common hospital acquired infection and is associated with a 40–60% mortality rate [2,3]. Intravascular catheters, abdominal surgery, prolonged use of antibiotics and immunosuppressive therapy are risk factors for this disease, and contribute to the concerning rise in the incidence of candidiasis [1]. Available antifungal medications are limited by drug-drug interactions, drug resistance, toxicity and high treatment costs. To date, there are no effective vaccines to fungal pathogens [1]. Thus, there is an unmet clinical need to develop alternative, safe and ideally inexpensive approaches to treat this fatal infection.

Candidiasis is often treated effectively with azoles, amphotericin B and echinocandins [4,5]. The extensive and prolonged use of antifungal medications to treat systemic fungal infections, however, has led to drug resistant fungal strains and host toxicity [5,6]. Thus, novel antifungals or improved therapeutic strategies are still needed. Indeed, *in vitro* studies combining azoles with other drugs such as tacrolimus, cyclosporine A, amiodarone or retigeric acid B yielded encouraging results [7–11]. These data justify the concept of novel combination therapies to treat candidiasis at lower dosage in preclinical animal models.

Death due to sepsis is a frequent outcome of disseminated candidiasis [1]. However, in 30–40% adults and 50% neonates, *Candida* hyphae invade and injure the kidney, leading to irreversible damage and fatal renal failure [12]. Once *Candida* invades the kidney, a robust innate response dominated by neutrophils and monocytes/macrophages contributes to pathogen clearance and sets the stage for the adaptive immune response [13]. During the course of fungal clearance, both innate effector cells and kidney-resident cells release tissue repair enzymes and anti-inflammatory proteins. While necessary to repair injured tissue, these factors also limit bystander damage caused by innate immune cells.

Considerable data implicate IL-17 (IL-17A) in immunity to *C*. *albicans*. For example, IL-17RA^-/-^, IL-17RC^-/-^, RORγt^-/-^ and IL-17A^-/-^ mice are all susceptible to systemic *C*. *albicans* infection [14–17]. At mucosal surfaces, IL-17 mediates antifungal activity by driving the expression of antimicrobial peptides and chemokines that facilitate neutrophil influx [18,19]. Unlike mucocutaneous candidiasis, which affects individuals with compromised IL-17 signaling, systemic *C*. *albicans* infection normally impacts individuals with no known underlying genetic defects in IL-17 signaling pathways [1]. One recent study reported that IL-17 also acts on NK cells to drive the production of GM-CSF, with protective activities in disseminated candidiasis [15]. However, the mechanisms of local IL-17-mediated antifungal activities within the kidney still remain unclear.

The Kallikreins (Klk) are a family of fifteen related serine proteases. Klk1 in particular plays a critical role in renal function and pathology [20]. Klk cleave kininogens to generate kinin peptides, known as bradykinin and kallidin. Collectively, this system is termed the Kallikrein-kinin system (KKS) (Fig 1C). Bradykinin signals through two receptors; bradykinin receptor β2 (Bdkrb2) is constitutively expressed, whereas Bdkrb1 is inducible upon inflammatory signals. The primary known function of the KKS is to regulate blood pressure by promoting vasodilation [20]. In addition, studies in animal models implicate the KKS in regulating inflammation, tissue repair and homeostasis during kidney injury [21]. The renal protective function of the KKS is mediated through upregulation of tissue repair proteins, inhibition of profibrotic factors, and control of apoptosis [21]. Consistently, polymorphisms in KKS-related genes (*ACE*, *BDKRB2*, *NOS3*, *KLK1)* are associated with an increased risk of acute and chronic renal injury in humans [22–25]. While it is clear that the KKS protects the kidney in disorders associated with sterile inflammation, its role in renal immunity in infectious settings is less well defined.

**Fig 1:**
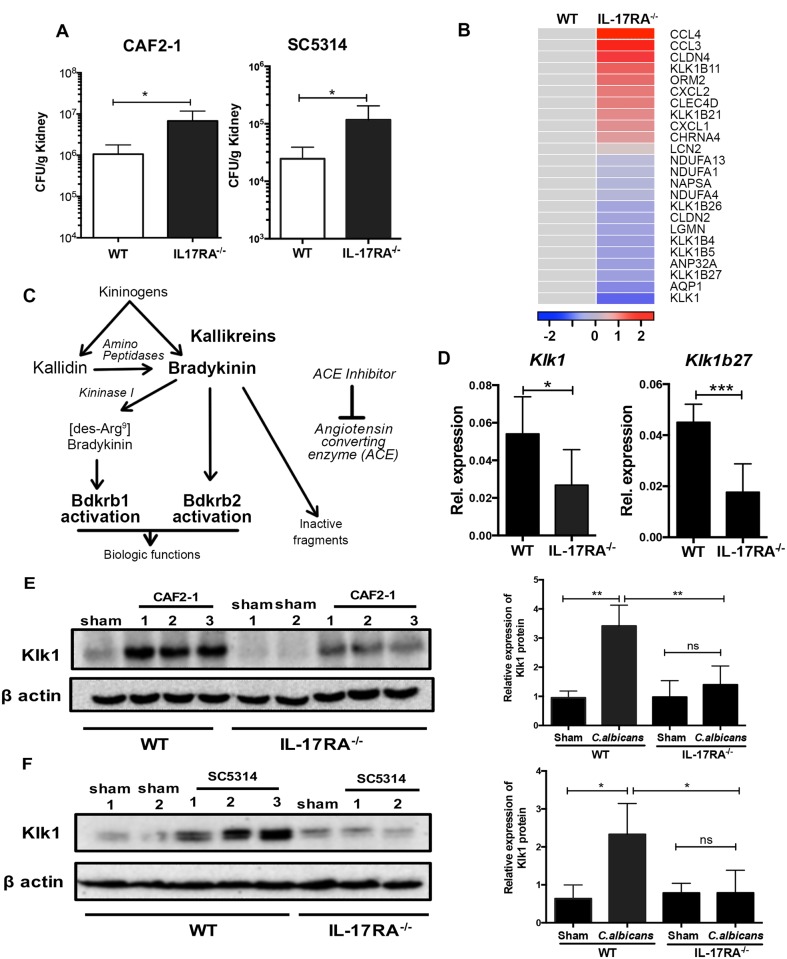
The expression of Klk is impaired in IL-17RA^-/-^ kidney following *C. albicans* infection. **(A)** WT and IL-17RA^-/-^ mice (n = 4–6) were subjected to systemic *C*. *albicans* (CAF2-1 or SC5314) infection. After 48 h, kidneys were evaluated for fungal load. Data pooled from 2–3 independent experiments. **(B)** Heat map representing averaged intensity of expression of genes in WT and IL-17RA^-/-^ kidneys (n = 2) at 48 h p.i. **(C)** Schematic representation of Kallikrein-kinin system (KKS). (**D)** Kidneys of WT and IL-17RA^-/-^ mice (n = 6) were evaluated for expression of *Klk1* and *Klk1b27* at 48 h p.i. Data pooled from 2 independent experiments. At 72 h p.i., whole cell extracts from WT and IL-17RA^-/-^ kidneys (n = 5–6) infected with *C*. *albicans* **(E)** CAF2-1 or **(F)** SC5314 were evaluated for Klk1 protein by western blotting. Sham infected mice received PBS. Images were quantified using ImageJ. Representative image of 1 of 2 independent experiments (**E** and **F**). For the bar diagram, data are combined from 2 independent experiments. Bars indicate mean ± S.D. *P*<0.05 (*), <0.01 (**), <0.001 (***). ns, not significant.

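Of the genes of the heat map, 23 had a probe named for them and were tested, and Klk1b4 was not analysed here. On the log2 scale, 8 of the 23 were higher and 15 were lower in the arrays labelled IL-17RA-/- than in the WT arrays, and none passed an adjusted p under 0.05 from limma over all genes without a block. The chemokine genes Ccl4 and Ccl3 had the largest positive log2 fold changes of the 23, 2.55 (standard error 0.20, adjusted p = 0.102, limma) and 2.41 (standard error 0.31, adjusted p = 0.137, limma). Cldn4, which encodes a tight junction claudin, was at 11.67 ± 0.40 in the arrays labelled IL-17RA-/- and at 10.56 ± 0.40 in WT (log2 normalized intensity, mean ± SD, n = 2 replicates each). Orm2, an acute phase protein gene, had a log2 fold change of 1.34, and Clec4d, a C-type lectin receptor gene of myeloid cells, one of 1.05. The water channel gene Aqp1 of the proximal tubule had the lowest value, -1.36 (standard error 0.19, adjusted p = 0.139, limma). Cldn2 and the protease gene Lgmn were at -0.49 and -0.46, and Chrna4 was at -1.11. The respiratory complex I genes Ndufa1, Ndufa4 and Ndufa13 were at -0.23, -0.22 and -0.16 and Napsa at -0.26. Anp32a was at -0.26 from its brightest probe, whereas the mean of its probes gave 0.014, and it was at -0.39 without WT replicate 1, -0.13 without WT replicate 2, -0.12 without replicate 1 labelled IL-17RA-/- and -0.39 without replicate 2 labelled IL-17RA-/-. Tested as a group with camera, the 23 genes did not stand apart from the other genes in one direction (adjusted p = 0.414, and adjusted p = 0.695 with an estimated correlation). When adjusted over the list alone, 7 were higher and 5 were lower. The study drew its heat map from these arrays and does not say how it chose the genes. That count therefore cannot be taken as independent evidence of their direction. With the replicate number as a block, which also parts the replicates in which Xist was detected from those with Y-linked genes, limma called 7 of the 23 higher and 5 lower over all genes. Chrna4 was at -0.42 without background correction, Lgmn at -0.30 without WT replicate 1, and Clec4d, Napsa and Ndufa4 at 0.66, -0.12 and -0.12 without replicate 1 labelled IL-17RA-/-. Napsa was at -0.41 without replicate 2 labelled IL-17RA-/-.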

In some bacterial and viral infections, bradykinin enhances vascular permeability to facilitate pathogen spread [26,27]. However, there are very few studies linking the KKS and *C*. *albicans* pathogenesis. Kininogens have been shown to bind the *C*. *albicans* cell wall, causing the fungal SAP2 protease to induce release of biologically active kinins [28,29]. Additionally, the KKS was implicated in IL-17-mediated skin inflammation and an IL-17-dependent model of autoimmunity (experimental autoimmune encephaloymyelitis, EAE) [30,31].

Here, we identified kallikrein genes as novel IL-17 targets in disseminated candidiasis, revealing an unanticipated link between IL-17 and KKS-mediated renal protection. Mice lacking the IL-17 receptor A subunit (IL-17RA) exhibited diminished Klk expression in the kidney. Moreover, overexpression of Klk1 restored protective renal immunity against systemic *C*. *albicans* infection in IL-17RA^-/-^ mice. The IL-17-KKS-axis activated bradykinin receptors, which served to enhance renal anti-*C*. *albicans* immunity. Addition of exogenous bradykinin in immunocompetent mice prevented renal damage by inhibiting apoptosis of kidney-resident cells, and prolonged animal survival during candidiasis. Finally, addition of bradykinin to a minimally effective dose of fluconazole significantly improved survival. These data identify a previously unrecognized link between IL-17 and KKS-mediated renal protection against disseminated candidiasis, which may provide the basis for clinical intervention in this disease.

## Results

### IL-17 triggers Klk expression in the kidney during disseminated candidiasis

In *C*. *albicans* intravenous challenge in mice, the kidney is the most heavily colonized organ [32]. With a higher inoculum (>10^6^ cfu), mice succumb to infection within 48–72 h due to sepsis. However, mice infected with a low dose of *C*. *albicans* (10^5^ cfu) exhibit progressive loss of renal function over a period of ~2 weeks, which more accurately reflects disease progression in humans [32]. During candidiasis, IL-17 is rapidly upregulated in the kidney, but its function in that organ is unknown [14]. 

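Kidney RNA of WT and IL-17RA-/- mice at 48 h after infection with the fungus C. albicans, at the 100000 cfu that the methods of the paper give, was measured on the Illumina Mouse WG6 bead chip, which here gave 45281 probes per array. IL-17RA-/- mice lack a receptor subunit through which IL-17 signals. By the methods, WT mice were bought from a supplier and IL-17RA-/- mice were bred in-house. Genotype can therefore not be told apart from colony. The sample labels give 6 arrays per genotype, in replicates numbered 1 and 2, from mice 8 weeks of age. Across genes, which are not independent replicates, arrays of 1 replicate by their titles correlated at 0.993 to 0.996, and arrays of different replicates of a genotype at 0.975 to 0.983. The arrays of each replicate were averaged and counted as 1 sample. For 2 of the arrays labelled IL-17RA-/-, the title and the description give different replicate numbers, and these entered the normalization but not the comparison. Across genes, both correlated at 0.994 on average with the other arrays of the replicate in their title and at 0.978 with those of the replicate in their description. This left 10 arrays, as 2 WT replicates (6 arrays) against 2 replicates labelled IL-17RA-/- (4 arrays). The legend of the heat map gives n = 2, and the labels do not say that the replicates are separate mice. Xist was detected on 0 of the 3 arrays titled replicate 1 and on all 3 titled replicate 2 of each genotype. Y-linked genes were the reverse, which argues against the same mouse giving both replicates of a genotype. P-values measure only the spread between these samples, which without a block includes that difference. The number of arrays limits the precision, and an exact permutation test of 2 against 2 replicates cannot give a two-sided p below 0.333.
Il17ra, the gene that the IL-17RA-/- mice lack, was detected on every array, and its probe was higher in the arrays labelled IL-17RA-/-. Its normalized log2 intensity was 6.86 to 7.59 on the 6 arrays labelled IL-17RA-/- and 5.54 to 5.94 on the 6 WT arrays, and the comparison of replicates gave a log2 fold change of 1.49 (standard error 0.26, adjusted p = 0.158, limma) and one of 0.70 without background correction. With the replicate number as a block its adjusted p from limma was 0.0124 (1.6e-06 to 0.614 over all alternatives), and it also passed with replicates by description, the arrays as separate samples, the random and array letter blocks and the array set block chosen after seeing the data, but not with replicates by title. Where this probe lies in relation to the deleted part of the gene is not known here, and a probe outside that part checks nothing about the labels. Directions are therefore given for the arrays labelled IL-17RA-/-. In the paper, the fungal burden was higher (Fig 1A) and Klk1 was lower by qPCR (Fig 1D) in IL-17RA-/- mice, which does not settle the labels of the arrays. Xist, the RNA of the inactive X chromosome of females, was detected on all 3 arrays titled replicate 2 of each genotype and on 0 of the 3 titled replicate 1. The Y-linked genes Eif2s3y and Kdm5d were detected on all 3 arrays titled replicate 1 of each genotype and on 0 of the 3 titled replicate 2. The methods of the paper state that male mice were used.
From 17565 to 18925 probes (median 18459) were detected per array labelled IL-17RA-/- and 18074 to 19518 (median 18788) per WT array, at a detection p under 0.05. The authors' unnormalized bead intensities were background-corrected from the detection p-values with an offset of 16, quantile-normalized over the 12 arrays and put on the log2 scale. Probes detected on at least 3 of the 12 arrays were kept, and the brightest probe stood for each gene, which left 11365 genes for limma with Benjamini-Hochberg adjustment. The number of called genes depended on how the arrays were averaged and on whether the replicate number was a block.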

To understand how IL-17 mediates kidney-specific immunity, we performed Illumina microarray analyses comparing WT and IL-17RA^-/-^ renal gene expression at 48 h p.i. Confirming previous reports, IL-17RA^-/-^ mice demonstrated significantly increased kidney fungal burden in comparison to WT following infection with *C*. *albicans* (CAF2-1 or SC5314) (Fig 1A) [14,16,33].

The classic IL-17 gene signature includes neutrophil-related genes and antimicrobial peptides (AMPs), such as CXC chemokines (*Cxcl1*,*2*,*5*), defensins (*Defb3*), calprotectin (*S100a8*) and lipocalin 2 (*Lcn2*) [18]. 

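Genes of the classical IL-17 signature were higher as a group in the arrays labelled IL-17RA-/- by camera with a preset correlation (adjusted p = 3.1e-13), but not with an estimated one (adjusted p = 0.318 with an estimated correlation). The latter test takes its degrees of freedom from the 2 against 2 replicates, so a failure there decides little. Of 17 signature genes tested, all 17 had a positive log2 fold change, with a median of 0.87. Ccl20, a chemokine gene, had a log2 fold change of 2.01 (standard error 0.18, adjusted p = 0.105, limma), and the acute phase gene Saa2 one of 1.32. Nfkbiz, which encodes a transcriptional regulator of IL-17 target genes, was at 0.94. Cxcl2, a neutrophil chemokine gene, was at 2.01 (standard error 0.37, adjusted p = 0.16, limma) and Cxcl1 at 0.86 (standard error 0.19, adjusted p = 0.188, limma). S100a8, a subunit of calprotectin, was at 0.84 and the antimicrobial lipocalin gene Lcn2 at 0.19, with standard errors of 0.28 and 0.11. Lcn2 was the brightest of the heat map genes, at 14.01 in WT and 14.20 in the arrays labelled IL-17RA-/-. A ceiling on its change was not tested. No probe used here was named for Cxcl5 or Defb3.
Neutrophil markers were higher as a group in the same arrays, with all 17 of 17 tested genes positive and a median log2 fold change of 1.47. This held by camera with a preset correlation (adjusted p = 4.9e-13), but not with an estimated one (adjusted p = 0.367 with an estimated correlation). Ngp, a neutrophil granule gene, was not well above background on the WT arrays and was at least 23.7-fold higher in the arrays labelled IL-17RA-/- after background correction (adjusted p = 0.105, limma), but its fitted log2 fold change without that correction was 2.60, a smaller difference than this bound. Cd177 and Ltf, a surface protein and a granule protein of neutrophils, had log2 fold changes of 4.04 and 3.99, and Cd177 was detected on 3 of the 6 WT arrays. Of 24 chemokine and cytokine genes, 20 were positive, with a median of 0.74 (camera adjusted p = 1.1e-07, and adjusted p = 0.318 with an estimated correlation). Among them Il1a was at 1.59, and Il10, detected on 1 of the 6 WT arrays, at 2.57. The cornified envelope genes Sprr2d and Sprr2e, among the largest positive changes, were at 3.38 (standard error 0.22, adjusted p = 0.102, limma) and 2.67.
When adjusted over the list alone, 14 of the 17 signature genes, 14 of the 17 neutrophil markers and 12 of the 24 chemokines and cytokines were higher and none was lower. Over all 11365 genes, limma called 0 genes higher and 0 lower at an adjusted p under 0.05. The test named in the methods also called none after the same adjustment. It is the unpaired t-test of the paper's general statistics section and is not tied there to the arrays, for which the methods name caGEDA. In limma, 839 genes were higher and 733 lower at an unadjusted p under 0.05. With the replicate number as a block, which also parts the replicates with Xist from those with Y-linked genes, 460 genes were called higher and 410 lower. These include 10 signature genes, 11 neutrophil markers and 12 chemokines and cytokines, all higher. The lists share members, such as S100a8, Cxcl1 and Cxcl2, so these counts overlap. The chemokines and cytokines no longer passed with values from the test named in the methods (adjusted p = 0.0705), and leaving out 1 replicate moved their median to 1.17 (replicate 1 labelled IL-17RA-/-) and that of the neutrophil markers to 0.94 (WT replicate 2). Without background correction Il10 was at 0.98, Il1a at 1.05, Ccl20 at 1.24, Cd177 at 2.21 and Sprr2e at 1.26, and S100a8 was at 0.43 without WT replicate 2.

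**Figure D1:**
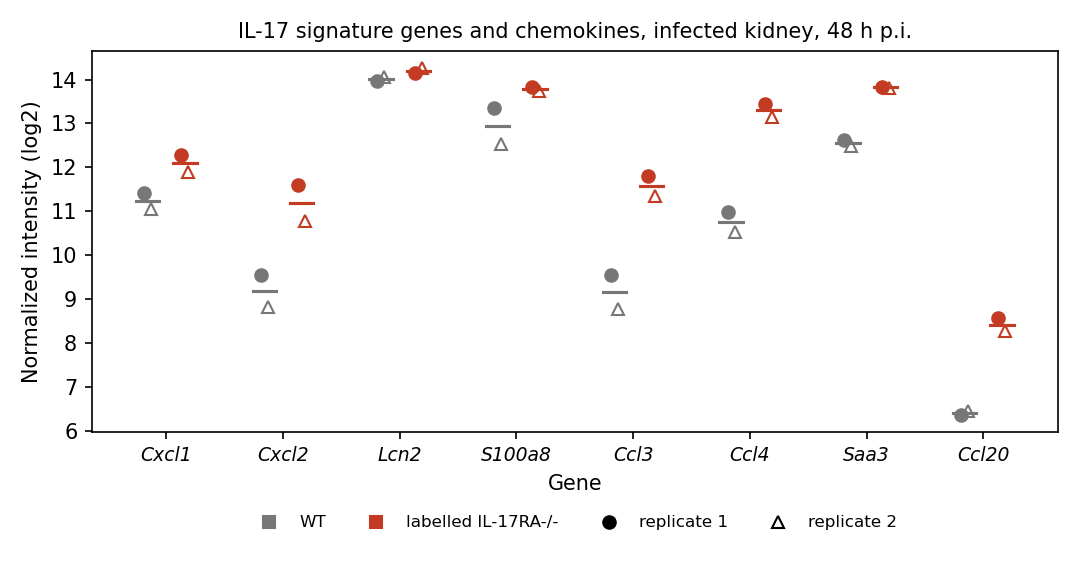
Normalized intensity on the log2 scale of 8 genes in infected kidney of WT mice and in the arrays labelled IL-17RA-/-. Each point is 1 replicate, the mean of its arrays, with circles for replicate 1 and triangles for replicate 2, and lines mark the mean of the 2 replicates. Cxcl2, Ccl3, Ccl4 and Ccl20 lie higher in both replicates labelled IL-17RA-/- than in either WT replicate.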

Although a few genes previously shown to be controlled by IL-17 were differentially expressed in the kidney during candidiasis, overall we saw a surprisingly distinct gene profile compared to analyses of IL-17-dependent genes in other settings (Fig 1B and S1A Fig) [18]. The expression of classical IL-17-responsive genes such as *Cxcl1*, *Cxcl2* and *Lcn2* were unaffected in IL-17RA^-/-^ mice (S1A Fig). Using the DAVID Gene Functional Classification algorithm (which uses a gene-to-gene similarity matrix based shared functional annotation), we identified several functional groups with enrichment scores over 1.0. 

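Outside the kallikreins, nephron markers and genes of oxidative phosphorylation were lower as groups, and genes of injury, acute phase and stress were higher as groups, in the arrays labelled IL-17RA-/- by camera with a preset correlation. None of these 8 lists passed with an estimated correlation (adjusted p = 0.318 to 0.559 with an estimated correlation). That test has little power here, since its degrees of freedom come from the 2 against 2 replicates. The proximal tubule, distal nephron, complex I, injury and acute phase lists hold genes of the paper's heat map. They are therefore not fully independent of it. Of 22 proximal tubule markers, 21 had a negative log2 fold change, with a median of -1.02. The phosphate transporter gene Slc34a1 was at -1.82, the transcription factor gene Hnf4a at -0.71, and Slc27a2, a fatty acid transport gene, at -1.09. Distal nephron markers had a median of -0.65, with 14 of 18 negative. The water channel gene Aqp3 was at -1.00 and Hsd11b2, a corticosteroid-inactivating enzyme, at -1.19, whereas Cldn4 was positive. Respiratory complex I genes had a median of -0.24, with 33 of 34 negative, among them Ndufs3 at -0.37. Other genes of oxidative phosphorylation had a median of -0.21, with 28 of 31 negative, among them Sdhb at -0.57 (-0.35 from the mean of its probes).
Kidney injury markers had a median of 0.43, with 19 of 20 positive, and Ccn2, a growth factor gene of connective tissue, was at 0.66 and the adhesion molecule gene Icam1 at 0.81. Acute phase and complement genes had a median of 0.59, with 13 of 15 positive, and the protease inhibitor gene Serpina3n was at 1.46 (standard error 0.11, adjusted p = 0.102, limma). Of 13 genes of glycolysis and hypoxia, 12 were positive, with a median of 0.33, and the glucose transporter gene Slc2a1 was at 1.06. Immediate early and heat shock genes had a median of 0.67, with 9 of 13 positive and the transcription factor gene Junb at 1.03.
Each of these 8 lists passed camera with a preset correlation, with adjusted p-values from 7.9e-10 for the proximal tubule to 5.3e-04 for the distal nephron and the immediate early genes. When adjusted over the list alone, 11 proximal tubule and 6 distal nephron markers were lower, 1 distal nephron marker was higher and no gene of either list of oxidative phosphorylation passed. In the same way, 9 injury, 9 acute phase, 4 glycolysis and hypoxia and 6 immediate early and heat shock genes were higher. Once the replicate number was a block, limma called 12 proximal tubule and 8 distal nephron markers and 2 other genes of oxidative phosphorylation lower over all genes, and 1 distal nephron, 9 injury, 6 acute phase, 4 glycolysis and hypoxia and 6 immediate early and heat shock genes higher, while none of the 8 lists passed camera with an estimated correlation (adjusted p = 0.523 to 0.547). With values from the test named in the methods, the distal nephron, injury, glycolysis and immediate early lists no longer passed (adjusted p = 0.339, 0.117, 0.112 and 0.241). The median was 0.24 for immediate early genes without WT replicate 2, 0.18 for glycolysis and hypoxia without replicate 1 labelled IL-17RA-/- and -1.00 for the distal nephron without replicate 2 labelled IL-17RA-/-, and without background correction it was -0.64 for the proximal tubule, 0.34 for immediate early genes and 0.19 for glycolysis and hypoxia.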

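Genes of the kallikrein-kinin system other than the kallikreins were lower as a group in the arrays labelled IL-17RA-/- by camera with a preset correlation (adjusted p = 0.00273), but not with an estimated one (adjusted p = 0.559 with an estimated correlation). Of 11 such genes tested, 9 had a negative log2 fold change, with a median of -0.40. Proximal tubule markers had a lower median in the same arrays, -1.02. Kng1 and Kng2, which encode the kininogens from which kinins are released, were at -0.41 (standard error 0.10, adjusted p = 0.213, limma) and -0.62 (standard error 0.29, adjusted p = 0.444, limma). Ace, which encodes a kinin-degrading protease, was at -0.65. Cpn1, which encodes a carboxypeptidase that cleaves kinins, was at -1.27 (standard error 0.23, adjusted p = 0.159, limma). The kinin receptor genes Bdkrb1 and Bdkrb2 were detected on 1 and 0 of the 12 arrays and stayed below the filter on dim probes. The median of the group was -0.60 without WT replicate 1, -0.74 without replicate 2 labelled IL-17RA-/- and -0.23 without background correction. The call with the preset correlation was lost without WT replicate 2 (median -0.16), without replicate 1 labelled IL-17RA-/- (median -0.23) and with values from the test named in the methods (adjusted p = 0.0705). When adjusted over the list alone, 1 gene was lower and none was higher. Once the replicate number was a block, 3 genes were lower over all genes, 5 when adjusted over the list alone and none was higher, but the group did not pass camera with an estimated correlation (adjusted p = 0.547). With that block the adjusted p from limma was 0.00735 for Cpn1 (6.4e-06 to 0.614 over all alternatives), 0.0494 for Kng1 (2.7e-04 to 0.745) and 0.0491 for Kng2 (0.00717 to 0.973). Without replicate 1 labelled IL-17RA-/-, Kng2 was at -0.23 and Ace at -0.35. Kng2 was at -1.01 without replicate 2 labelled IL-17RA-/- and at -0.35 from the mean of its probes.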

Most striking to us based on their known role in kidney physiology was the enrichment of genes encoding the KKS (Fig 1B and 1C). Multiple *Klk* genes were suppressed in the kidney of IL-17RA^-/-^ mice compared to WT following *C*. *albicans* infection. These results were verified by measuring the renal expression of *Klk1* and *Klk1b27* by qPCR (Fig 1D).

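All 11 genes of the Klk1 kallikrein family that were tested had a negative log2 fold change in the arrays labelled IL-17RA-/-, with a median of -0.57. Klk1, the tissue kallikrein that releases kinins from kininogens, was at 12.89 ± 0.17 in the arrays labelled IL-17RA-/- and at 13.35 ± 0.12 in WT (log2 normalized intensity, mean ± SD, n = 2 replicates each), a log2 fold change of -0.46 (standard error 0.14, adjusted p = 0.277, limma). Its difference was -0.49 between the replicates numbered 1, in which Y-linked genes were detected, and -0.42 between those numbered 2, in which Xist was detected. Klk1b27 had the lowest value of the family, -0.89 (standard error 0.48, adjusted p = 0.493, limma), with differences of -1.27 and -0.51 between the replicates of each number. Klk1b5 and Klk1b26, the other brightly measured members, were at -0.55 and -0.58. A second Klk1b26 probe, detected on 0 WT arrays and on 0 arrays labelled IL-17RA-/-, lay at 4.30 in WT, against 13.29 for the bright probe. Other Klk1b5 probes lay at 5.25 and 6.72 in WT, with log2 fold changes of -0.18 and -0.70. Another Klk1b27 probe lay at 5.57 in WT, with a log2 fold change of -0.57. Klk1b8, Klk1b9, Klk1b24 and Klk1b21, at lower intensities, were at -0.69, -0.86, -0.69 and -0.46. Klk1b11 was at -0.57, and Klk1b1 was at -0.22 but at 0.11 between the replicates numbered 2. Klk1b22 was not well above background on any array labelled IL-17RA-/- and was at least 1.03-fold lower there (adjusted p = 0.414, limma). Klk1b16 was below the filter on dim probes, and Klk1b3 and Klk1b4 were not analysed here. The genes of this family are close copies of each other, so a probe may also read RNA of other members. The 11 values may therefore not be separate measurements.
By camera with a preset correlation the family was lower than the other genes (adjusted p = 2.9e-05), but not with an estimated correlation (adjusted p = 0.559) or with values from the test named in the methods (adjusted p = 0.241). The estimated correlation between its members was 0.89, against the preset 0.01. The paper singled out the kallikreins on these arrays, and Klk1, Klk1b5, Klk1b11, Klk1b21, Klk1b26 and Klk1b27 are in its heat map. Neither this list test nor the shared direction of the 11 genes is therefore independent evidence. None of the 11 passed limma without a block, over all genes or when adjusted over the list alone. Once the replicate number was a block, 8 were lower when adjusted over the list alone. The family then failed camera with an estimated correlation (adjusted p = 0.723). With the replicate number as a block, Klk1 had an adjusted p of 0.0383 from limma (0.00574 to 0.847 over all alternatives) and 3 of the 11 genes were called lower, Klk1, Klk1b26 and Klk1b27. Proximal tubule markers were also lower as a group in the same arrays with a preset correlation, but not with an estimated one (adjusted p = 0.318), with medians of -1.07 and -0.74 between the replicates numbered 1 and 2, against -0.73 and -0.37 for the kallikreins. The family median was -0.31 without replicate 1 labelled IL-17RA-/- and -0.29 without background correction. Klk1b27 was at -0.23, Klk1b5 at -0.28, Klk1b26 at -0.31, Klk1b24 at -0.37 and Klk1b11 at -0.19 without replicate 1 labelled IL-17RA-/-, and Klk1b27 was at -1.56, Klk1b5 at -0.83 and Klk1b11 at -0.96 without replicate 2 labelled IL-17RA-/-. Klk1b11 was at -0.33 from the mean of its probes and at -0.16 without background correction. In that setting Klk1b24 was at -0.19, Klk1b21 at -0.15 and Klk1b8 at -0.36. The paper states that several kallikrein genes were suppressed in infected IL-17RA-/- kidney, and it measured Klk1 and Klk1b27 again by qPCR (Fig 1D).

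**Figure D2:**
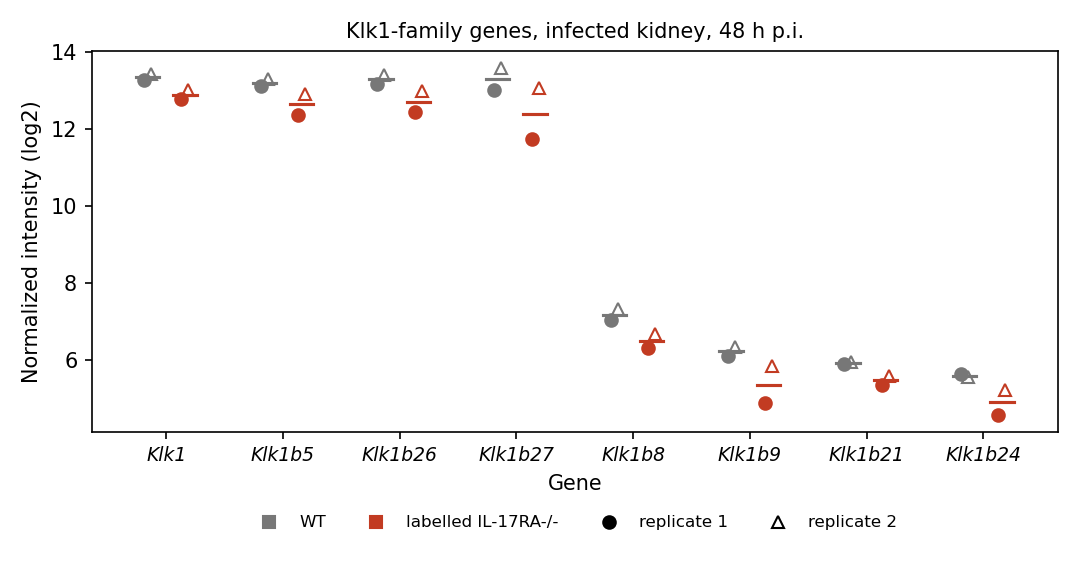
Normalized intensity on the log2 scale of 8 genes of the Klk1 family in infected kidney of WT mice and in the arrays labelled IL-17RA-/-. Each point is 1 replicate, the mean of its arrays, with circles for replicate 1 and triangles for replicate 2, and lines mark the mean of the 2 replicates. For each gene the mean lies lower in the arrays labelled IL-17RA-/-, and for Klk1b27 the 2 replicates labelled IL-17RA-/- lie at 11.73 and 13.06.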

We next analyzed the impact of differential fungal load on *Klk* gene expression in the kidney by inoculating WT mice with either a high (10^6^ cfu) or low (10^5^ cfu) dose of *C*. *albicans* and measuring expression at 48 h p.i. Either dose caused comparable *Klk1* expression (S1B Fig), indicating that the differences in *Klk* expression are not due to differential fungal loads. We then verified protein expression of Klk1 by immunoblotting. Klk1 was constitutively expressed at comparable, albeit low, levels in the sham-infected WT and IL-17RA^-/-^ mice. However, Klk1 was upregulated in WT kidney following *C*. *albicans* infection. This observation was true upon infection with either the CAF2-1 or SC5314 strains of *C*. *albicans*. Confirming the gene expression data, we observed lower expression of renal Klk1 in the absence of IL-17RA during systemic infection (Fig 1E and 1F). Collectively, these data indicate that IL-17 signaling in the kidney regulates Klk1 expression during disseminated candidiasis. To our knowledge, this is the first demonstration that renal Klk1 is upregulated in an infectious setting, and certainly first demonstration that the KKS is controlled by IL-17.

### Klk1 is required for IL-17-mediated renal protection against disseminated candidiasis

To understand the role of Kallikreins in candidiasis, we focused on Klk1 based on its connection to IL-17-driven diseases including EAE and systemic lupus erythematosus [30,31]. Kidney sections from *C*. *albicans*-infected WT mice were stained for Klk1 at 72 h p.i. Only kidney-resident cells, particularly renal tubular epithelial cells (RTEC), expressed Klk1 during infection (Fig 2A). These results agree with previous reports indicating that RTEC are the major producers of Klk1 in chronic kidney diseases [34,35]. Although Klk1 controls vital kidney functions, its regulation and function under inflammatory conditions are not well defined. We therefore asked whether changes in *Klk1* expression were a direct result of IL-17 signaling in RTEC, or a by-product of generalized renal inflammation due to increased fungal burden. We treated primary RTEC *in vitro* with IL-17 together with TNFα, a cytokine with which IL-17 exhibits strong signaling cooperativity [36]. Indeed, IL-17 and TNFα triggered strong synergistic upregulation of *Klk1* and *Klk1b27* mRNA (Fig 2B). Neither IL-17F nor IL-17C induced the expression of *Klk* genes (S1C Fig). Thus, IL-17 in conjunction with TNFα directly regulates *Klk* gene expression in RTEC, revealing a previously unrecognized class of IL-17-dependent target genes.

**Fig 2:**
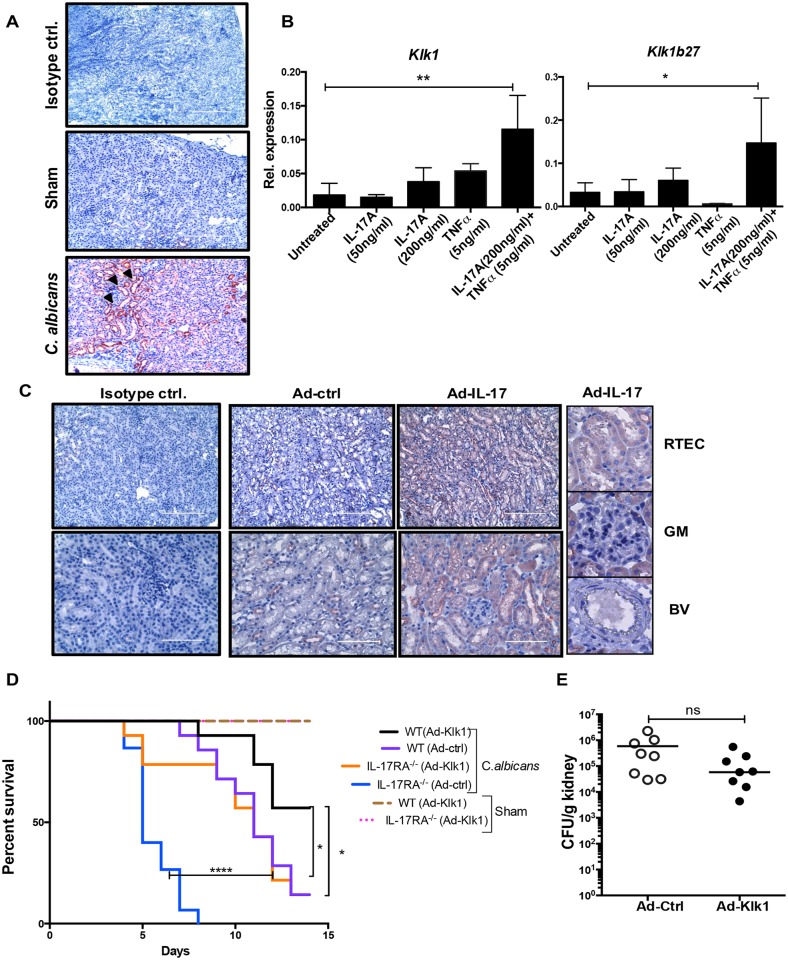
IL-17-driven Klk1 expression in the kidney is necessary for immunity to *C. albicans*. **(A)** WT mice (n = 5) were subjected to systemic candidiasis. Sham-infected mice received PBS. After 72 h, kidney sections were stained with anti-Klk1 or isotype control Abs. Black arrows indicate Klk1 staining. Photomicrographs are representative of 2 independent experiments. Original magnification: 100X. **(B)** Primary RTEC from C57Bl6/J mice were treated ± IL-17 (50 ng/ml and 200 ng/ml), TNFα (5 ng/ml) or IL-17 (200 ng/ml) + TNFα (5 ng/ml) for 24 h. Expression of *Klk1* and *Klk1b27* was assessed by qPCR. Bars represent mean ± S.D. Data are representative of 4 independent experiments. **(C)** WT mice (n = 5) were injected with Ad-IL-17 or Ad-ctrl (1x10^9^ pfu). Six days post-injection, kidney sections were stained with anti-Klk1 or isotype control Abs. Inset: Klk1 staining in RTEC and negative staining in glomerulus (GM) and blood vessels (BV). Photomicrographs are representative of 2 independent experiments. Original magnification: 200X (upper panel) and 400X (lower panel). **(D)** WT and IL-17RA^-/-^ (n = 14) mice were injected with Ad-Klk1 or Ad-ctrl 72 h prior to systemic *C*. *albicans* infection. Sham-infected WT and IL-17RA^-/-^ mice (n = 3) received Ad-Klk1 only. Survival was assessed over 14 d. Data pooled from 3 independent experiments. **(E)** WT (n = 8) mice were injected with Ad-Klk1 or Ad-ctrl 72 h prior to systemic *C*. *albicans* infection. Fungal burden was assessed at 72 h p.i. Each dot represents one mouse, and horizontal bars indicate mean. Data are combined from 2 independent experiments. *P* < 0.05 (*), <0.01 (**), <0.0001 (****). ns, not significant.

To verify the finding that IL-17 induces Klk1 in the kidney, we overexpressed IL-17 in WT mice using adenovirus (Ad-IL-17) [14]. Mice infected with Ad-IL-17 exhibited 400-fold more serum IL-17 than with a control vector (Ad-ctrl) (S2A Fig). This increased level of IL-17 was not associated with systemic inflammation, as serum TNFα and IL-1β levels were undetectable. By IHC, RTEC within kidney stained positively for Klk1 following overexpression of IL-17. The expression of Klk1 was restricted to RTEC, as no staining could be detected in the glomerular and vascular compartments of the kidney (Fig 2C). Additionally, Ad-IL-17 administration upregulated multiple IL-17 target genes in the kidney (*Il6*, *Cxcl5* and *Lcn2*) (Suppl. Fig 2B). Nonetheless, kidneys of Ad-IL-17-treated mice exhibited no overt inflammatory changes (S2C Fig). Thus, IL-17 induces the expression of Klk1 in RTEC following disseminated candidiasis.

Klk1 protects the kidney against acute and chronic disorders in sterile inflammation, but has not been linked to candidiasis or IL-17 signaling. To test the hypothesis that Klk1 plays a critical role in IL-17-driven renal protection against disseminated candidiasis, we overexpressed Klk1 with the adenoviral system (Ad-Klk1) and assessed disease susceptibility. Remarkably, overexpression of Klk1 significantly improved the survival of *C*. *albicans-*infected IL-17RA^-/-^ mice and in WT mice (Fig 2D). A previous study suggested that Klk1 may induce inflammatory cytokines in human RTECs, at least *in vitro* [37]. However, we found that overexpression of Klk1 had very little impact on renal inflammatory gene expression or fungal load (Fig 2E and S2D Fig). Overall, these data indicate that Klk1 enhances anti-*C*. *albicans* immunity in the kidney in an IL-17-dependent manner, but is not responsible for inducing inflammatory gene expression**.**

### Activation of the bradykinin receptors is required for IL-17-Klk1 axis-driven protection against disseminated candidiasis

Klk1 mediates cleavage of kininogens to generate bradykinin, which signals through Bdkrb1 and Bdkrb2 (Fig 1C) [21]. Additionally, Klk1 activates protease-activated receptors (PAR) such as PAR4 to trigger the release of inflammatory mediators from RTEC [37]. To define the role of Bdkrb activation in renal immunity, IL-17RA^-/-^ mice were treated with bradykinin (300 nmol/kg) and survival evaluated following infection. As shown, 90% of the untreated IL-17RA^-/-^ mice succumbed to infection by day 5 p.i., while mortality in IL-17RA^-/-^ mice was delayed with bradykinin treatment (Fig 3A). Additionally, untreated WT mice had a modestly increased survival benefit compared to bradykinin treated IL-17RA^-/-^ mice, suggesting that there may also be a Bdkrb-independent pathway occurring in candidiasis.

**Fig 3:**
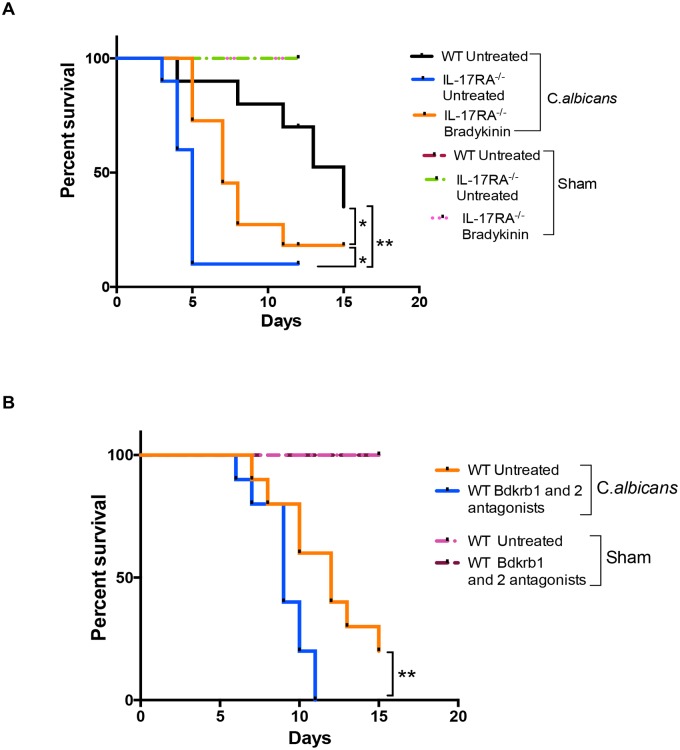
Bradykinin confers renal protection to IL-17RA^-/-^ mice following disseminated *C. albicans* infection. **(A)** IL-17RA^-/-^ mice (n = 14) were treated with bradykinin (300 nmol/kg/day) or PBS starting on day -1 (relative to infection). On day 0, mice were administered *C*. *albicans* i.v. and evaluated for survival over 14 d. WT mice were infected with *C*. *albicans* and left untreated. Sham-infected IL-17RA^-/-^ mice were given bradykinin only or left untreated (n = 3). **(B)** WT mice (n = 10–11) were treated with Bdkrb1 (R715; 1 mg/kg/day) and Bdkrb2 (HOE140; 1mg/kg/day) antagonists or PBS starting 1 day prior to infection and then daily for 14 d. Sham-infected WT mice were treated with the antagonists only (n = 3). Mice were evaluated for survival over 14 d. Data are pooled from 2 independent experiments for **(A)** and **(B)**. *P* <0.05 (*), <0.01 (**).

Disseminated candidiasis typically impacts individuals with no known underlying immune defects [1]. Therefore, we assessed impact of Bdkrb signaling in mice with intact IL-17 signaling capacity and normal levels of Klk1. Accordingly, WT mice were treated with Bdkrb1 and Bdkrb2 antagonists and evaluated for survival following systemic *C*. *albicans* infection. Mice given Bdkrb1 and Bdkrb2 antagonists had significantly reduced survival compared to untreated controls (Fig 3B). Collectively, these results indicate participation of Bdkrb signaling in the renal host defense during disseminated candidiasis.

### Bradykinin prevents renal damage and preserves kidney function in immunocompetent mice following disseminated candidiasis

Despite advances in antifungal therapy against disseminated candidiasis, mortality in patients with systemic *C*. *albicans* infection remains unacceptably high [1]. Since IL-17 is implicated in controlling candidiasis in experimental mouse models, targeting downstream mediators of IL-17 signaling pathway is an attractive approach to treat disseminated candidiasis [1]. In this regard, we hypothesized that manipulation of the IL-17-KKS pathway with bradykinin would ameliorate candidiasis in a host with intact IL-17 signaling. To provide proof-of-principle, WT mice were treated with bradykinin and survival assessed with two strains of *C*. *albicans* (CAF2-1 or SC5314*)*. Indeed, the bradykinin-treated cohort exhibited significantly delayed mortality compared to an untreated control group (Fig 4A and 4B). Although bradykinin has been implicated in the development of angioedema and hypotesion [38], mice treated with bradykinin did not show an increased incidence of angioedema at day 7 p.i. (Fig 4C). Moreover, to investigate the hypotensive effect of bradykinin, we performed a study where blood pressure (BP) alterations were measured in real time in uninfected WT mice following bradykinin treatment. We find that i.p. injection of bradykinin exerted only a very brief hypotensive response that peaked within ~1 minute with full recovery by 6 minutes (maximum reduction of Mean Arterial BP was 36%) (S3A Fig). This result indicates that bradykinin is not likely to have any long term consequences on renal function during candidiasis. Taken together, these results demonstrate a beneficial effect of exploiting the IL-17-KKS axis in treating disseminated candidiasis even in a host capable of mounting normal IL-17 response.

**Fig 4:**
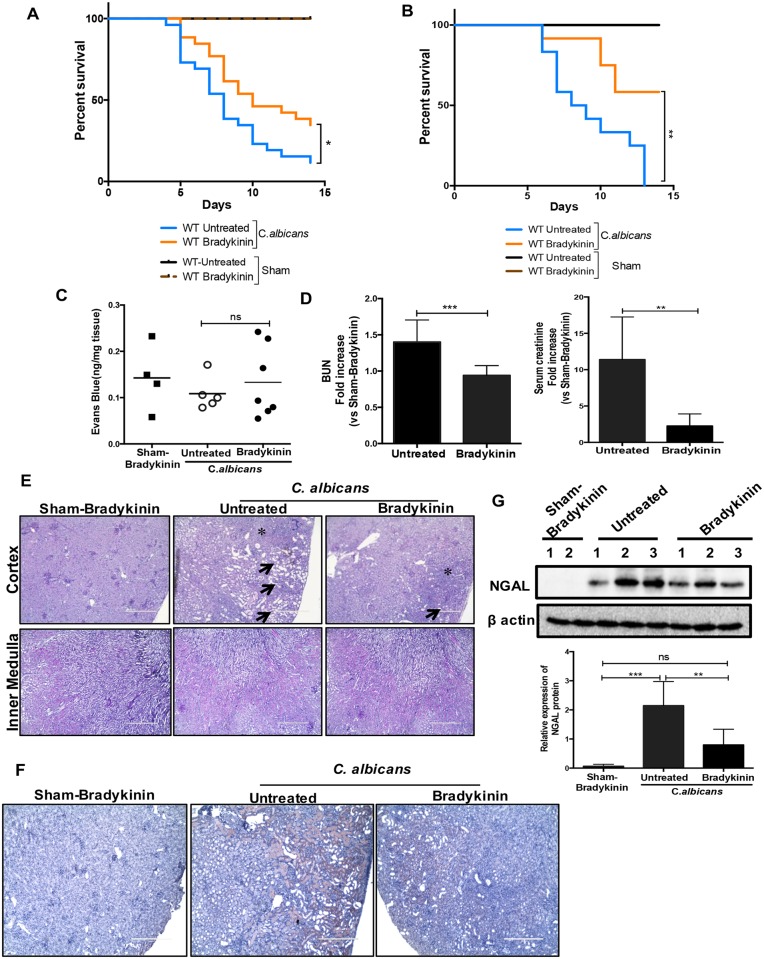
Bradykinin alleviated kidney injury and preserved renal function in *C. albicans* infected mice. WT mice (n = 14–20) were either left treated ± bradykinin (300 nmol/kg/day) starting day -1 (relative to infection). Mice were infected with *C*. *albicans* strains **(A)** (CAF2-1) or **(B)** (SC5314). Sham-infected WT mice were treated ± bradykinin (n = 3–5). Survival was assessed over 14 d. Data are pooled from **(A)** 4 and **(B)** 2 independent experiments. At day 7 p.i., mice were evaluated for **(C)** angioedema development in the hind paw (n = 4–7) and **(D)** serum BUN and creatinine levels (n = 6–10). Data pooled from 2–3 independent experiments. Each dot represents one mouse and the bars indicate mean. At day 7 p.i., kidney sections were evaluated for **(E)** histopathology and inflammatory cell influx by PAS staining (n = 8) and **(F)** NGAL expression by IHC (n = 6–8). Black arrows indicate tubular damage and atropy; * indicates inflammatory cell influx. Representative photomicrographs from 2 independent experiments. Original magnification: 100X. **(G)** Cell lysates of kidney homogenates (n = 5–6) were evaluated for NGAL by western blotting. Images were enumerated using ImageJ. Representative image of 1 of 2 independent experiments. Bars indicate mean ± S.D and combined from 2 independent experiments. P <0.05 (*), <0.01 (**). <0.001 (***), <0.0001 (****). ns, not significant.

Following hyphal invasion, renal injury is mediated by unchecked fungal replication and bystander tissue damage caused by the local inflammatory response. Therefore, clearance of *C*. *albicans* and timely repair of damaged tissues is crucial to preserve renal function. To understand the mechanisms by which bradykinin mediates renal protection during disseminated candidiasis, WT mice were treated with bradykinin starting on day -1 and then daily for 7 days. Mice treated with bradykinin demonstrated significantly diminished serum blood urea nitrogen and creatinine levels compared to untreated animals (Fig 4D), indicating that bradykinin preserves normal renal function in systemic *C*. *albicans* infection.

We then asked whether improved renal function in bradykinin treated mice was due to reduced damage of kidney parenchyma following fungal invasion based on histological analyses. While sham-infected mice treated with bradykinin showed normal kidney histology, the renal parenchyma of infected mice showed overt pathological changes characterized by loss of brush border epithelium and tubular atrophy at day 7 p.i. Moreover, the damage was primarily restricted to the renal cortex and outer medullary region. In line with the kidney function results, renal damage was ameliorated upon bradykinin treatment (Fig 4E). Interestingly, the influx of inflammatory cells was comparable between the treated and untreated groups. Furthermore, we observed significantly diminished expression of neutrophil gelatinase-associated lipocalin (NGAL), a prototypical kidney injury marker, in bradykinin treated animals (Fig 4F and 4G). Collectively, these results indicate that bradykinin prevents *C*. *albicans*-mediated renal damage and preserves renal function during disseminated candidiasis.

### Bradykinin-mediated renal protection is independent of fungal clearance or inflammatory cell influx

To identify the effector mechanisms by which bradykinin prevents renal insufficiency, we evaluated fungal load and inflammatory cell influx at days 3 and 7 p.i. Although differences in kidney function were already evident early as day 7 p.i. (Fig 4D), fungal loads were comparable between the bradykinin treated and untreated groups at these time points (Fig 5A). Previous studies have shown that neutrophils and monocytes/macrophages mediate fungal clearance in candidiasis [39,40]. Thus, we examined the frequency of infiltrating myeloid cells in kidney upon bradykinin treatment. In agreement with the fungal clearance rates, the percentages of kidney infiltrating inflammatory cells (CD45^+^), neutrophils (Gr1^+^) and macrophages (F4/80^+^) were similar between groups (Fig 5B and S3B Fig). We next assessed whether bradykinin impacted the candidacidal activity of innate cells. Bradykinin treatment of BM-derived neutrophils and macrophages (BMDM) did not alter their ability to kill unopsonized *C*. *albicans* yeasts, as determined by an *in vitro* fungal killing assay (Fig 5C). Additionally, RTEC and BMDMs were stimulated *in vitro* with bradykinin and culture supernatants evaluated for cytokines and nitrite production. Bradykinin induced IL-6 in RTECs (Fig 5D), but did not induce IL-6, TNFα or nitrite in BMDMs (Fig 5E and 5F). Overall, these results suggest that renal protection observed in bradykinin treated mice is not due to diminished fungal load, inflammatory cell infiltration or proinflammatory function of innate cells in the kidney.

**Fig 5:**
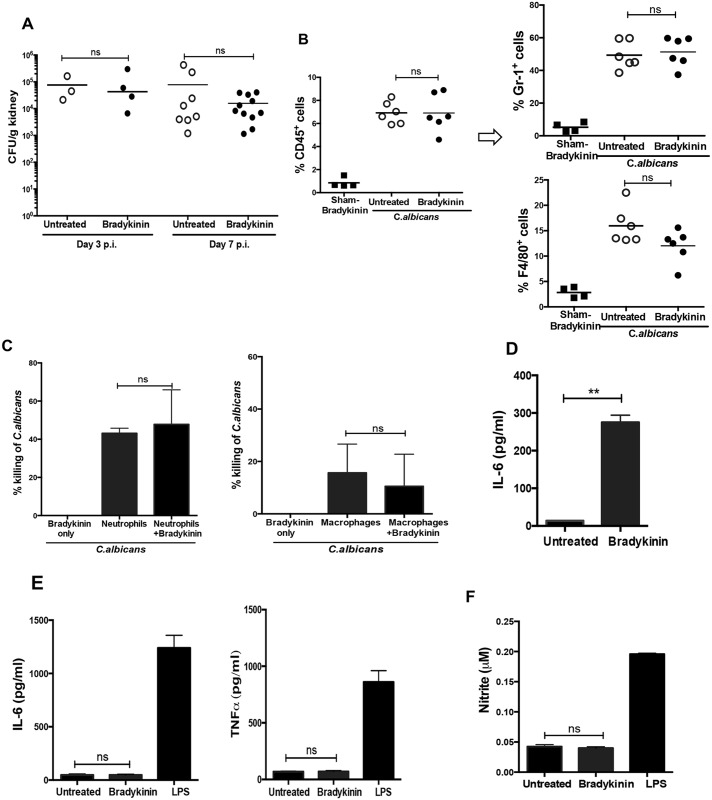
Minimal impact of bradykinin treatment on fungal clearance and inflammatory cells influx in the *C. albicans* infected kidney. WT mice were treated ± bradykinin (300 nmol/kg/day) or PBS on day -1 (relative to infection). **(A)** Kidneys were evaluated for fungal load on days 3 (n = 3–4) and 7 (n = 8–11) p.i. (**B**) At day 7 p.i. (n = 4–6), kidney infiltrating neutrophils (Gr1^+^) and macrophages (F4/80^+^) (gated on CD45^+^) cells were evaluated by flow cytometry. Data are combined from 2 independent experiments for **(A)** and **(B)**. Each dot represents one mouse, and the bars indicate mean. **(C)** BM-derived neutrophils and BMDMs from WT mice were incubated *in vitro* with unopsonized *C*. *albicans* yeast ± bradykinin for 3 h, and fungal load was determined by plating culture supernatants. Percentage of *C*. *albicans* killed by neutrophils and macrophages is shown. **(D)** IL-6 in RTEC conditioned media was assessed after 24 h bradykinin treatment. **(E)** IL-6 and TNFα and **(F)** nitrite levels in the supernatants of BMDMs treated ± bradykinin or LPS (1 ng/ml) for 24 h. Data are representative of 3 independent experiments for **(C-F)**. Bars indicate mean ± S.D. p <0.01 (**). ns, not significant.

### Bradykinin prevents apoptosis of kidney-resident cells during disseminated candidiasis

Activation of bradykinin receptors protects the kidney from end-stage renal damage by inducing tissue-protective growth factors and matrix-degrading enzymes [21]. Therefore, we examined the effect of bradykinin treatment on profibrotic changes and tissue-protective growth factors expression in candidiasis. We observed minimal extracellular matrix protein deposition in bradykinin treated mice (S4A Fig). Additionally, there were no significant differences in expression of genes encoding tissue-protective growth factors (*Hgf and Ctgf*) or matrix-metalloproteinases at day 7 p.i. (*Mmp2* and *Mmp9*) (S4B Fig).

Previous studies have described an anti-apoptotic function of bradykinin in kidney injury [41,42]. Therefore, we assessed apoptosis in kidney-resident cells following *C*. *albicans* infection. At day 7 p.i., flow cytometry analysis revealed a significantly reduced frequency of both early (AnnexinV^+^PI^-^) and late (AnnexinV^+^PI^+^) apoptotic kidney-resident cells (CD45^-^) in bradykinin treated compared to untreated mice (Fig 6A). Concurrently, there was a significant reduction in the number of TUNEL positive cells in the renal cortex following bradykinin treatment (Fig 6B). *C*. *albicans* can regulate survival of kidney-resident macrophages via Caspase-3 [39]. In agreement with the reduced apoptosis (Fig 6A), bradykinin treatment resulted in a significantly diminished number of cleaved Caspase-3^+^ kidney-resident cells (CD45^-^) (Fig 6C). Moreover, IHC indicated that cleaved Caspase-3 is localized in the renal cortex and outer medullary region of untreated mice (Fig 6D). The extent of cleaved Caspase-3 was markedly reduced following bradykinin treatment (Fig 6D). Although expression of *Bax* (a pro-apoptotic gene) in kidney-resident cells was comparable between the groups, there was an increase in expression of *Bcl-xL* (an anti-apoptotic gene) after bradykinin treatment (Fig 6E). Thus, bradykinin preserves renal function during systemic fungal infection by limiting apoptosis of kidney-resident cells.

**Fig 6:**
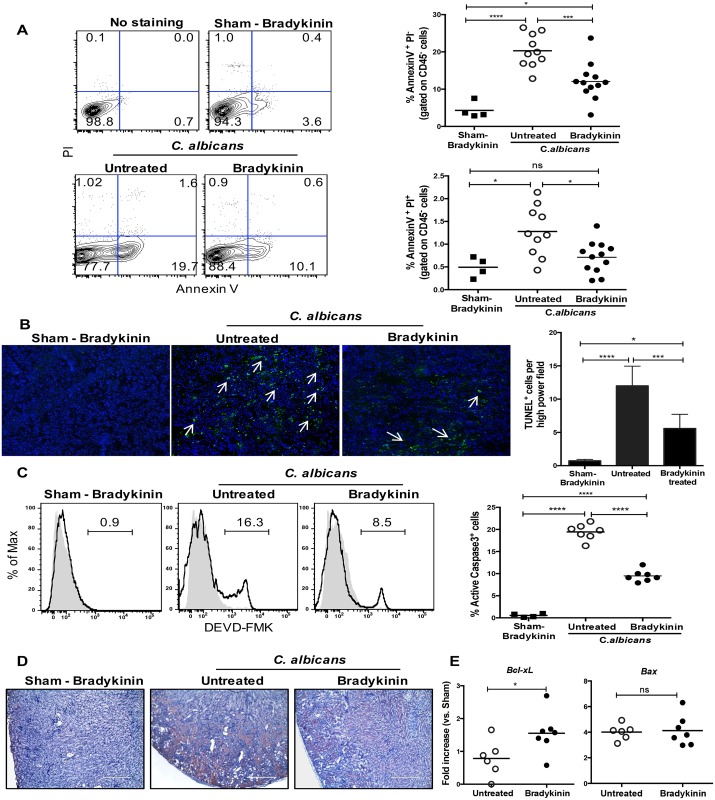
Apoptosis of kidney-resident cells is reduced in bradykinin treated mice in candidiasis. WT mice were treated with bradykinin (300 nmol/kg/day**)** starting 1 day prior to infection and daily for 7 days. Sham-infected WT mice were treated with bradykinin. **(A)** At day 7 p.i. (n = 4–12), early and late apoptotic kidney resident cells (gated on CD45^-^ cells) were quantified by AnnexinV and PI staining. **(B)** Frozen kidney sections (n = 4–8) were subjected to TUNEL staining and counterstained with DAPI. White arrows indicate TUNEL^+^ cells. The number of TUNEL^+^ cells was quantified in 15 randomly selected high powered fields (400X). Original magnification: 100X. **(C)** Frequency of cleaved Caspase-3^+^ kidney-resident cells (gated on CD45^-^ cells) were quantified by flow cytometry (n = 4–6). Solid histogram: Negative control; Open histogram: DEVD-FMK staining. **(D)** Serial kidney sections (n = 4–6) were stained for cleaved Caspase-3. (**E**) Sorted kidney-resident cells (CD45^-^) (n = 6–7) were evaluated for the expression of *Bcl-xL* and *Bax* mRNA by qPCR. Data pooled from 2 and 3 independent experiments for (**A-D**) and **(E)**, respectively. Each dot represents one mouse and bars indicate mean. Bar indicates mean ± S.D. *P* <0.05 (*), <0.01 (**), <0.0001 (****). ns, not significant.

### A minimally effective dose of fluconazole combined with bradykinin improved survival in disseminated candidiasis

There is an unmet clinical need to reduce the dosage of current antifungal drugs to overcome the problem of drug resistance and toxicity. Based on the renal protective function of bradykinin in disseminated candidiasis (Figs 3A, 3B and 4A), we hypothesized that a minimally effective dose of fluconazole (FLC) combined with bradykinin would confer better protection against disseminated candidiasis than either agent alone. To test this hypothesis, we first determined a minimally effective dose of FLC on WT mice with disseminated candidiasis. The lowest dose of FLC (5 mg/kg) was the least effective in clearing the fungus at day 4 p.i. (S5A Fig). Fungal clearance correlated well with survival, as mice treated with FLC (5 mg/kg) showed the same susceptibility as untreated animals (S5B Fig). Therefore, the 5 mg/kg dose of FLC was chosen to evaluate the impact of the combination therapy. Next, *C*. *albicans* infected WT mice were treated with FLC and/or bradykinin and evaluated for survival over 14 d (Fig 7A). Strikingly, mice receiving the combination of bradykinin and FLC showed a significant increase in survival compared to untreated mice or mice given FLC or bradykinin alone (Fig 7B). As expected, mice treated with bradykinin alone but not FLC demonstrated increased survival compared to untreated mice (Fig 7B). These data show that a combination of bradykinin and FLC confers better protection against disseminated candidiasis than either drug individually. Consequently, use of bradykinin could potentially permit reducing the dose of antifungal drugs without compromising efficacy against fungal infection.

**Fig 7:**
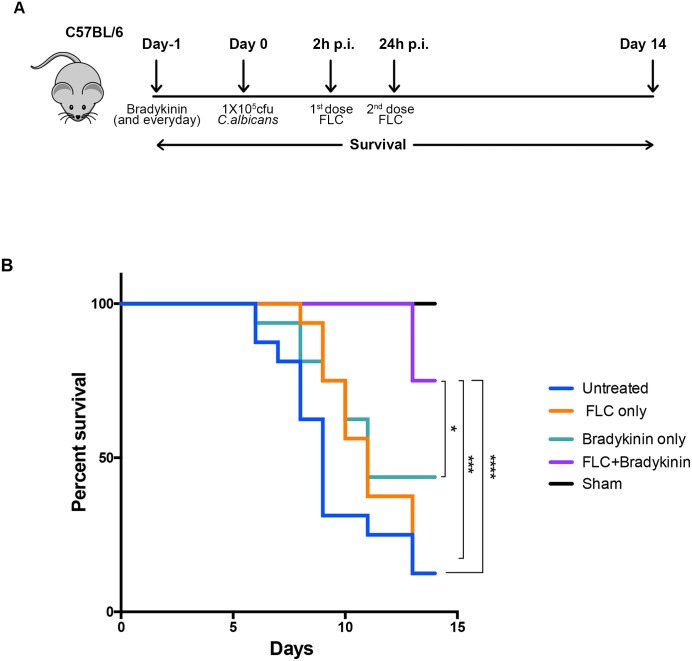
Combination of fluconazole and bradykinin increased survival of *C. albicans* infected mice. **(A)** Experimental design for combinatorial fluconazole and bradykinin therapy strategy **(B)** WT mice (n = 16) were infected with *C*. *albicans*. Infected mice were treated with two doses of FLC only (5 mg/kg at 2 and 24 h p.i.), bradykinin only (300nmol/kg starting 1 day prior to infection and daily for 14 days) or a combination of FLC and bradykinin. Sham-infected mice (n = 3) were treated with FLC, bradykinin or both. Survival was assessed over 14 d. Data are combined from 3 independent experiments. p<0.05 (*), p>0.001 (***), p>0.0001 (****).

## Discussion

Kidneys in a healthy state are sterile. However, renal infections occur via hematogenous routes or from ascending spread from the bladder or urethra [43]. In recent years, considerable data have implicated IL-17 in immunity against disseminated candidiasis [14–16]. Nevertheless, it is unclear how IL-17 regulates immunity within the kidney, the most heavily colonized organ during blood-borne *C*. *albicans* infection. In the present report, we have identified renal-protective kallikreins as novel IL-17 target genes in systemic candidiasis, thereby revealing a new connection between IL-17 and KKS-mediated renal defense. IL-17 not only limits fungal growth in the kidney, but also prevents renal tissue damage and preserves kidney function during *C*. *albicans* invasion (S6 Fig). Consequently, therapeutic manipulation of the IL-17-KKS pathways protected mice from early mortality in disseminated candidiasis. Our data provide important and potentially translatable insights into the renal functions of IL-17 in the context of this fatal hospital-acquired infection.

Kidney-specific immune responses are mediated by both kidney-infiltrating immune effectors and kidney resident cells. Although IL-17RA is ubiquitously expressed, most documented IL-17R signaling occurs in non-hematopoietic cells, particularly cells of epithelial and mesenchymal origin [44,45]. A recent study also suggested a role for IL-17RA signaling in NK cell development in the context of disseminated candidiasis [15], although this report conflicts with a study showing that NK cells are redundant for antifungal defense in immunocompetent hosts [46]. Consistent with the latter finding, we and others have observed upregulation of transcripts encoding IL-17A and IL-17-responsive genes in the kidney [14]. We also showed that kidney resident cells express the IL-17R and are responsive to IL-17 [47]. Taken together, these results argue that there is a bona fide, kidney-specific role of IL-17 in immunity to candidiasis.

Unlike mucocutaneous candidiasis, disseminated infection typically occurs in individuals with no known defects in IL-17 signaling pathways. In line with these observations, we were intrigued by the surprisingly different gene profile seen in *C*. *albicans*-infected kidney compared to prior studies involving mucosal *Candida* infection such as the tongue [18]. These results highlight the fact that different cell types “interpret” IL-17 signals differently, with non-identical patterns of gene expression depending on setting. Therefore, lessons derived from studies of anti-*C*. *albicans* immunity at mucosal sites cannot always be applied to local kidney immune responses. Although we show that IL-17 (in conjunction with TNFα) induces *Klk1* gene in primary RTEC, there is little known about *Klk1* gene regulation at the transcriptional level. We have identified conserved CCAAT Enhancer Binding Protein (C/EBP)-β binding sites within the putative proximal promoters of the *Klk1* gene, hinting that IL-17 may regulate *Klk1* expression in a C/EBPβ-dependent manner. Indeed, C/EBPβ^-/-^ mice are susceptible to systemic candidiasis [48,49]. Since TNFα is required for protection against disseminated candidiasis [50], further studies should focus on *Klk* gene expression in the kidney of TNFα-deficient mice.

Klk1 cleaves kininogens to form bradykinin, a process known as the bradykinin-dependent pathway [20]. In addition, Klk1-mediated activation of PAR4 induces cytokine production and prevents apoptosis in RTEC, known as the bradykinin-independent pathway [37]. Mice deficient in specific PARs or treated with PAR antagonists exhibited compromised renal inflammatory changes [51,52]. Nevertheless, the contribution of PARs in IL-17-Klk1-mediated renal protection is unknown. Moreover, the relative contributions of Bdkrb1 and Bdkrb2 in renal defense against candidiasis need to be determined, which is possible with specific knockout mouse strains.

Our data show that bradykinin treatment improved renal function as early as 7 days p.i. Interestingly, serum creatinine and BUN levels did not correlate with the survival benefit at late time points, the basis for which is unclear. Late mortality despite improved renal function likely indicates side effects of bradykinin in mice. Although bradykinin has been implicated in causing angioedema [37], mice treated with bradykinin did not show any signs of angioedema following fungal infection (Fig 4C). Additionally, bradykinin at the dose levels used in this study did not seem to exert any long term consequences on blood pressure. Therefore, these studies argue against the likelihood of bradykinin toxicity and point towards alternative possibilities to explain the lack of correlation between kidney function and survival benefit. First, extremely short half-life of bradykinin (approx. 30 sec) and internalization of bradykinin receptors may lead to bradykinin unresponsiveness at the late time points. Second, daily administration of bradykinin may lead to the activation of a negative feedback regulatory mechanisms leading to increased degradation of bradykinin by Angiotensin converting enzymes. Finally, bradykinin has been shown to modulate glomerular function by regulating podocyte permeability [53], an effect independent of its renal tissue protective function. Given the potential side effects in bradykinin therapy, future studies investigating these questions could help better understand the means to harness the beneficial impact of IL-17-KKS axis without compromising the safety in treatment against disseminated candidiasis.

An Ab targeting IL-17 (secukinumab) was approved in 2016 to treat moderate-severe plaque psoriasis [54]. Abs against IL-17/IL-17RA are in clinical trials for other autoimmune conditions [55]. One obvious concern with anti-IL-17 therapy is compromising IL-17-driven antifungal immunity. Although systemic *C*. *albicans* infection has not been reported thus far with secukinumab, patients on this medication may have a higher risk of developing disseminated candidiasis in the face of predisposing factors, such as an indwelling catheter, abdominal surgery or long-term antibiotic use. Our data show that activation of the KKS pathway restored protection in IL-17RA^-/-^ mice. Thus, drugs targeting the IL-17-KKS axis may be considered to treat or prevent disseminated *C*. *albicans* infection in patients receiving anti-IL-17 therapy.

Amphotericin B, azoles and echinocandins are used to treat systemic *C*. *albicans* infections, but there are concerns due to drug-resistance and toxicity. Here, we show proof-of-concept that combination therapy with bradykinin and low-dose FLC is effective in treating candidiasis in mice. Notably, the survival rate of mice treated with the combination therapy was similar to the survival rate in mice given four times the FLC dose. This approach may be especially valuable for anti-fungal drugs such as amphotericin B due its intrinsic renal toxicity. Future studies will test the efficacy of combination therapy with amphotericin B and bradykinin, once we have access to oral or injectable form of amphotericin B suitable for administration in mice. In addition, the efficacy of ACE inhibitors, known to increase the levels of bradykinin and are routinely used to treat patients with obstructive nephropathy, need further evaluation in pre-clinical animal models of disseminated candidiasis. Overall, our data show that defining the IL-17 anti-fungal pathway has highlighted a potentially translatable and testable approach to treating systemic candidiasis. Additionally, the novel convergence between IL-17 and the KKS pathways in renal defense against fungal infection represents a major advance in our understanding of IL-17 signaling in the kidney inflammation.

## Material and Methods

### Ethics Statement

Wild type (WT) C57BL/6J mice were purchased from The Jackson Laboratory (Bar Habor, ME). IL-17RA^-/-^ mice were kindly provided by Amgen (San Francisco, CA) and bred in-house. All mice were housed under specific pathogen-free conditions, and age-matched male mice were used for all experiments. Animal protocols were approved by the University of Pittsburgh IACUC (Protocol # 14094427), and adhered to the guidelines in the Guide for the Care and Use of Laboratory Animals of the National Institute of Health.

### *C*. *albicans* culture and disseminated infection

*C*. *albicans* strains CAF2-1 or SC5314 were used as indicated. *C*. *albicans* was grown in YPD at 30°C for 18–24 h. Mice were injected via the tail vein with PBS (sham-infected) or 1x10^5^ cfu (unless otherwise indicated) *C*. *albicans* yeast cells resuspended in PBS. Mice were weighed and monitored daily. Mice were sacrificed if they showed >20% weight loss or signs of severe pain or distress. Mice were evaluated for survival over a period of 14 days. At sacrifice on days 2, 3 and 7 p.i., as indicated, kidneys were weighed and homogenized in sterile PBS using a GentleMACS (Miltenyi Biotec, Cambridge MA). Serial dilutions of organ homogenates were plated on YPD agar with antibiotics, and fungal burden represented as colony forming units (cfu) per gram of tissue.

### Measurement of serum creatinine and blood urea nitrogen

Serum was collected by retro-orbital bleeding at day 7 p.i. Creatinine and blood urea nitrogen levels were assessed using the QuantiChrom Creatinine Assay kit (BioAssay Systems, Hayward CA) and MaxDiscovery Blood Urea Nitrogen Enzymatic kit (Bioo Scientific Corp., Austin TX), respectively.

### Measurement of vascular permeability

Vascular permeability in mice was assessed as described before [56]. Briefly, 100 μl sterile solution of Evans Blue dye (30mg/kg) (Sigma Aldrich., St Louis, MO) in PBS was injected intravenously. The stain was allowed to circulate for 30 min. After 30 min, mice were sacrificed and the hind feet were removed, blotted dry and weighed. The Evans blue was extracted from the feet with 1 ml of formamide overnight at 55°C and measured spectrophotometrically at 600 nm. Evans Blue stain was quantified according to a standard curve. The results are presented as ng of Evans Blue stain/mg of tissue.

### *In vitro* stimulation of primary renal tubular epithelial cells and macrophages

Primary renal tubular epithelial cells (RTEC) from C57BL/6J mice (Cell Biologics, Chicago, IL) were cultured as per manufacturer’s instructions. RTEC (1x10^6^ cells/well) were treated with IL-17A (50 or 200 ng/ml) or TNFα (5 ng/ml) or IL-17C (50 or 200 ng/ml) or IL-17F (50 or 200 ng/ml) and IL-17 and TNFα in combination for 24 h. Recombinant murine IL-17A, IL-17C, IL-17F and TNFα were purchased from Peprotech (Rocky Hill, NJ).

Bone marrow derived macrophages (BMDM) from C57BL/6J mice were cultured for 7 days in the presence of L929 supernatants. BMDM and RTEC (1x10^6^ cells/well) were treated with bradykinin (R&D Biosystems, Minneapolis MN) or left untreated for 24 h. LPS (Sigma Aldrich, St Louis, MO) was used as positive control. Supernatants were subjected to analyses using commercially available IL-6, IL-1β and TNFα ELISA kits (Ebiosciences, Dallas TX. Nitrite concentrations were measured by tri-iodide based reductive chemiluminescence as previously described [57]. Briefly, samples were injected into tri-iodine to reduce nitrite to NO gas that was detected by a Nitric Oxide Analyzer (Sievers, GE).

### *In vitro* fungal killing assay

Neutrophils isolated from bone marrow using Neutrophil Isolation Kit (Miltenyi Biotech, San Diego, CA) were plated at 1×10^5^ cells/well. Non-opsonized *C*. *albicans* was added to neutrophils at 0.5 × 10^5^ yeast cells/well (ratio of 2:1). If indicated, bradykinin was added to the wells. Cultures were incubated with unopsonized *C*. *albicans* for 3 h and lysed in cold double-distilled H_2_O. Killing was assessed by cfu counts in triplicate. The results are reported as percentage killing of *C*. *albicans* which is calculated as 1-[cfu of treatment group/cfu of control group] X 100. The same protocol was followed for bone marrow derived macrophages which were cultured with L929 supernatants supplemented media for 7 days prior to carrying out the killing assay.

### Gene expression profiling and quantitative real–time PCR analysis

At sacrifice, kidneys were stored at -80°C. Total RNA was extracted from the homogenized kidney tissue with the RNeasy Micro Kit (Qiagen, Valencia CA) and submitted to Genomics Research Core at University of Pittsburgh. Gene expression analysis was performed using Mouse WG6 Gene Expression Bead Chip (Illumina). All test, normalization and transformation analyses were performed using caGEDA, a feely available informatics tool. The data sets were analyzed for differentially expressed genes. Efficiency analysis was performed by Random Resampling Validation using a Naïve Bayes Classifier and PACE analysis. The cluster analysis was performed by Unweighted Pair Group Method with Arithmetic Mean and similarity measure was determined by Euclidean distance. The raw and normalized microarray data have been submitted to the Gene Expression Omnibus (GEO), and study ID is GSE88800 at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE88800. For real time PCR analysis, complementary DNA was synthesized with SuperScript III First-Strand (Invitrogen, Carlsbad CA). Gene expression was determined by qPCR with PerfeCTa SYBR Green FastMix ROX (Quanta BioSciences, Gaithersburgh MD) on a 7300 Real-Time PCR System (Applied Biosystems, Carlsbad CA). Primers were obtained from Quantitect (Qiagen, Valencia CA). The expression of each gene was normalized to *Gapdh*.

### Flow cytometry

At sacrifice on day 7 p.i., kidneys were harvested following perfusion with PBS. Briefly, kidney homogenates were digested in PBS with 1 mg/ml collagenase type I (Worthington, Lakewood NJ) for 30 m at 37°C. Cells were stained with the following antibodies: CD45 (BioLegend; clone 30-F11), Ly6G (BD Biosciences; clone IA8), F/480 (eBiosciences; clone BM8). For detection of apoptotic cells and cleaved Caspase-3 positive cells, cells were stained with Annexin V (BD Pharmingen) and CaspGLOW Fluroscein active Caspase-3 staining kit (eBioSciences), respectively as per manufacturer’s protocol. Samples were acquired and sorted on a Fortessa and FACS ARIA II, respectively (BD Biosciences, San Jose CA) and analyzed with FlowJo (Tree Star, Ashland OR).

### Histology and Immunohistochemistry

Kidneys were fixed in formalin, dehydrated and paraffin embedded. Serial kidney sections were stained with H&E, Periodic-acid Schiff or Masson Trichrome stains for morphological analysis and determination of kidney injury.

Immunohistochemistry staining was done on formalin-fixed, paraffin embedded sections. Sections were rehydrated and antigen retrieval was performed with heated citrate. Primary antibodies against the following proteins were used: Klk1 (LifeSpan Biosciences, Seattle WA), NGAL (Santa Cruz Biotechnology, Dallas TX) and cleaved caspase-3 (Cell Signaling, Danvers MA). Secondary antibodies used were horseradish peroxidase coupled antibodies (Jackson ImmunoResearch, West Grove, PA). To detect apoptotic cells TUNEL staining was done on frozen kidney sections using the TUNEL apoptosis detection kit according to manufacturer’s protocol (Millipore, Temecula CA). The number of TUNEL^+^ cells was counted in 15 randomly selected high powered fields (400X) per slide. All images were obtained with EVOS FL Auto microscope (Life Technologies CA).

### Western blots

Kidneys were homogenized in RIPA buffer. Concentration of protein was quantified by the BCA quantitation assay (Thermo Scientific, Pittsburgh PA). Equal amounts of sample were subjected to electrophoresis and transferred to PVDF membranes (Millipore, Billerica MA). After blocking with 5% milk in TBS, the blots were incubated with anti-mouse Klk1 (LifeSpan Biosciences, Seattle WA), anti-mouse NGAL (R&D Biosystems, Minneapolis MN), anti-mouse cleaved Caspase-3 (Cell Signaling, Danvers MA) or anti-mouse beta-actin (Abcam, Cambridge, MA) overnight in 4°C. The blots were then washed and incubated for 1 hour at room temperature with individual secondary antibodies. Bands were detected using an enhanced chemiluminescence detection system (ThermoScientific, Pittsburgh PA) and developed with a FluorChem E imager (ProteinSimple, San Jose CA). Band corresponding to proteins of interest were analyzed by ImageJ software.

### Adenoviruses

Adenoviruses expressing IL-17A (Ad-IL-17) and control vector (Ad-ctrl) were kindly provided by Dr. J. Kolls (U. Pittsburgh). Ad-Klk1 and corresponding Ad-ctrl vector were from Applied Biological Materials Inc. (Richmond, British Columbia, Canada). Mice were injected via the tail vein with 1x10^9^ pfu virus 72 h prior to induction of disseminated candidiasis.

### Bradykinin receptor agonists and antagonists

Mice were injected with bradykinin **(**300 nmol/kg/day) (R&D Systems, Minneapolis MN) in a 200 μl volume i.p. Mice received i.p. injection of a combination of Bdkrb1 (R-715: 1 mg/kg/day) and Bdkrb2 (HOE-140: 1 mg/kg/day) antagonists (R&D Systems, Minneapolis MN). Untreated mice received equal volume of PBS.

### Fluconazole treatment

*C*. *albicans* infected mice were treated with Fluconazole (FLC) (Diflucan: obtained from University of Pittsburgh Medical Center, Pittsburgh PA) as described before with minor modifications [58]. Briefly, mice were treated with 5, 10, 20 and 40 mg/kg body weight FLC by oral gavage at 2 h and 26 h post infection. Untreated mice received equal volume of PBS.

### Statistics

Data were analyzed by Kaplan-Meier, ANOVA, Mann-Whitney or unpaired Student's *t* test using GraphPad Prism (La Jolla, CA). *P* values <0.05 were considered significant. All experiments were performed a minimum of twice to ensure reproducibility.

## Supporting Information

S1 Fig Klk genes were not induced in RTEC following IL-17C and IL-17F stimulation. **(A)** WT and IL-17RA^-/-^ mice (n = 5) were subjected to systemic *C*. *albicans* infection. At 48 h p.i., transcript expression of *Cxcl1*, *Cxcl2* and *Lcn2* were quantified by qPCR. Each dot represents individual mice and bars indicate mean. **(B)** WT mice (n = 6) were either infected with 1x10^5^ or 1x10^6^ cfu *C*. *albicans*. After 48 h, kidneys were evaluated for mRNA expression of Klk1. Each dot represents individual mice and bars indicate mean. Data are pooled from two independent experiments for **(A)** and **(B)**. **(C)** RTEC from WT mice were treated with IL-17C (50ng/ml and 200ng/ml), TNF-α (5ng/ml) or IL-17C (200ng/ml) + TNF-α (5ng/ml) (upper panel) or IL-17F (50ng/ml and 200ng/ml), TNF-α (5ng/ml) or IL-17F (200ng/ml) + TNF-α (5ng/ml) (lower panel) for 24 h. Cells were evaluated for mRNA expression of *Klk1* and *Klk1b27* by qPCR. Data are representative of 3 independent experiments. Bars represent mean ± S.D. ns, not significant.
(TIF)

S2 Fig Increased serum IL-17 and IL-17-responsive gene expression in the kidney of Ad-IL-17 injected mice. WT mice (n = 4) were infected with adenovirus expressing IL-17 (Ad-IL-17) or control vector (Ad-ctrl). Six days post-infection, mice were evaluated for (**A**) serum IL-17 level (**B**) IL-17-responsive gene expression in the kidney by qPCR (**C**) Serial kidney sections were stained for H&E to evaluate renal inflammatory changes. Bars represent mean ± S.D. **(D)** WT (n = 8) mice were either injected with Ad-Klk1 or Ad-ctrl vector 72 h prior to systemic *C*. *albicans* infection. After 72 h, mice were assessed for inflammatory gene expression in the kidney. Each dot represents individual mice and bars indicate mean. Data are pooled from two independent experiments. *P* <0.05 (*), <0.0001 (****). ns, not significant.
(TIF)

S3 Fig Administration of bradykinin caused brief hypotensive response followed by recovery and no change in kidney infiltrating leukocytes. **(A)** Mean arterial BP was measured by direct arterial cannulation method in mice (n = 2) every 2 min (Baseline) and every 1 min after i.p. injection of bradykinin (300 nmol/kg/day). PBS was injected as control. **(B)** WT mice were treated daily with bradykinin (300 nmol/kg/day**)** starting day -1 (relative to infection). At day 0, mice were subjected to systemic candidiasis. As a negative control, sham- infected WT mice were treated with bradykinin only. At day 7 p.i. (n = 4–6), kidney infiltrating neutrophils (Gr1^+^) and macrophages (F4/80^+^) (gated on CD45^+^) cells were evaluated by flow cytometry. The numbers in the FACS plot indicate percentage of cells. The FACS plot is representative of 4–6 mice/group from two independent experiments.
(TIF)

S4 Fig Renal fibrotic changes and tissue growth factors expression are comparable between bradykinin treated and untreated mice. WT mice (n = 6–8) were treated daily with bradykinin (300 nmol/kg/day**)** starting day -1 (relative to infection). At day 0, mice were subjected to systemic candidiasis. As a negative control, sham- infected WT mice were treated with bradykinin only (n = 4). (**A**) At day 7 post infection, serial kidney sections were subjected to Masson-trichome staining to determine fibrotic changes. Photomicrographs are representative of two individual experiments. Original magnification: 100X. **(B)** Kidneys were evaluated for expression of *Ctgf*, *Hgf*, *Mmp2* and *Mmp9* by qPCR. Each dot represents an individual mouse and the bars indicate mean for each group. Data are pooled from three independent experiments. *ns*, not significant.
(TIF)

S5 Fig Determination of minimally effective dose of fluconazole in disseminated candidiasis. WT mice (n = 8) were either infected with *C*. *albicans* or left sham-infected. Two hours p.i., mice were either treated with the first dose of FLC by oral gavage at 5, 10, 20 and 40 mg /kg body weight or left untreated. A second dose of FLC was administered 24 h p.i. Sham-infected mice (n = 4) were treated with 5, 10, 20 and 40 mg /kg FLC. **(A)** On day 4 p.i., fungal load in the kidney was assessed. **(B)** Survival was assessed over 14 d. Each dot represent individual mice and bars indicate mean for each group. Data are pooled from two independent experiments. p<0.05 (*), p>0.01 (**), p>0.0001 (****). ns, not significant.
(TIF)

S6 Fig The IL-17-KKS-axis confers renal protection against disseminated candidiasis. In response to disseminated candidiasis, kidney infiltrating innate and adaptive IL-17-producing cells is the major source of IL-17. IL-17 in turn binds its receptor (IL-17RA/RC) on kidney-resident target cells, activating downstream signaling events leading to expression of IL-17-responsive cytokines, chemokines and AMP genes. Innate effectors (neutrophils, macrophages) recruited in response to IL-17-induced signals facilitate fungal clearance. IL-17 also induces expression of kallikreins in target cells. Kallikreins cleave kininogens to form bradykinin. Activation of bradykinin receptors (Bdkrb) on renal cells prevents apoptosis and controls of tissue damage.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

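The data are Illumina Mouse WG6 bead arrays of kidney RNA from WT and IL-17RA-/- mice infected with C. albicans, 12 arrays in all. The paper states that RNA was extracted with an RNeasy Micro kit, whereas the sample labels name the Mini kit, and that tests, normalization and transformation were made in caGEDA. The authors deposited unnormalized bead intensities, with the standard error of the beads and a detection p-value for each probe and array. The authors also deposited processed intensities of the same arrays on a linear scale. These share a minimum of -16 and a maximum of 20640.2, have medians of 5.4 or 5.5 and nearly follow the ranks of the unnormalized intensities. The method behind them is not given in the sources used here.

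Genotype and replicate were taken from the sample labels and the paper. For 2 arrays labelled IL-17RA-/- the title and the description give different replicate numbers, and these arrays entered only the normalization, the probe filter, the choice of the brightest probe and the alternatives that use all 12 arrays. Gene names came from the annotation of the array platform and were updated through gene identifiers and accessions in a RefSeq table of GRCm38.p6. Of 45281 probes, 34885 had 1 gene symbol, 18 had several and 10378 had none, and 34818 of the named probes were matched to the RefSeq table. Probes with several symbols or none were left out.

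The intensities were background-corrected with the nec function of limma 3.58.1 in R 4.3.3, using the detection p-values and an offset of 16, then quantile-normalized and put on the log2 scale. Probes with a detection p under 0.05 on at least 3 of the 12 arrays were kept (17570 probes), and the probe with the highest mean stood for its gene (11365 genes). Arrays were averaged within each replicate, and 2 replicates labelled IL-17RA-/- were compared with 2 WT replicates by lmFit and eBayes with a trend, with Benjamini-Hochberg adjustment over all genes. Signed values are IL-17RA-/- minus WT. For a probe not detected on any array of 1 group in the comparison, only a bound is given. It sets the mean of the bright group against the mean over the dim group of, per array, the higher of the lowest detected signal and the probe's own signal. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 31 of 33 lists with at least 3 tested genes. With an estimated correlation, camera takes its few degrees of freedom from the 2 against 2 replicates, so a list can hardly pass. For chemokines and cytokines the estimated correlation of -0.030 lay below the preset one, yet the unadjusted p was 0.0243 against 1.4e-08 (camera). For proximal tubule markers it was 0.014, near the preset one. It was far above the preset one for the Klk1 family (0.89), neutrophil markers (0.61), other kinin genes (0.51) and distal nephron markers (0.33). For these lists the p-values with the preset correlation may be much too small. A failure there does not show that a group is unchanged, nor does it back the call with the preset correlation. The share of genes at an unadjusted p under 0.05 within 10 Mb of Il17ra was compared with the share elsewhere by a two-sided Fisher's exact test.

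Genes were named by a rule. It takes the genes of the heat map, the IL-17 and kinin genes the paper names and Il17ra. It adds the 12 largest positive and the 12 largest negative log2 fold changes among genes whose arrays did not overlap, at an unadjusted p under 0.05 because none passed the adjusted test. It also adds up to 4 members with the smallest p from each list described. The text names a selection of these, and other members of the Klk1 family. Xist, Eif2s3y and Kdm5d were chosen after their values were seen. The lists, the rule, the comparison and most alternatives were fixed before the data were examined. The kallikrein, kinin and heat map lists follow the paper's account of these same arrays. Other lists also hold genes of its heat map, so they are not fully independent of it. Examples are Ndufa1, Ndufa4 and Ndufa13 of complex I, and Aqp1, Cldn2, Napsa and Lgmn of the proximal tubule. Others are Ccl3, Ccl4, Cxcl1 and Cxcl2 among the chemokines, and Orm2 and Lcn2 among the acute phase genes.

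The analysis was tested on simulated data for 11365 genes with 2 against 2 replicates, with 200 genes changed in each of 20 runs. Without a block, 8.8% of genes changed by 1 on the log2 scale, 80.1% of those changed by 2 and 92.9% of those changed by 3 passed the adjusted threshold, with 5.25 false calls per run. With the replicate number as a block, 68.2% of genes changed by 1 and 99.8% of those changed by 2 passed, with 14 false calls per run. Of genes changed by 0.5, 4.2% passed with the block and 0.1% without. Only the data for the block held a difference between the numbers, shared by both groups. The block rates thus assume that the numbers pair the samples, and they do not compare both fits on the same data. Calls with the block close to the threshold are uncertain.

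The alternatives were no background correction, median scaling, the authors' processed values with a floor of 16, other filters on dim probes, the mean of a gene's probes, all 12 arrays in several arrangements, the replicate number or the array letter as a block, the test named in the methods, robust eBayes and leaving out each replicate. The test named in the methods is the unpaired test of equal variance that the statistics section gives, with others, for the whole paper, without saying which was used for the arrays. An array set block and a sex-marker block were added after the data were seen. The files give no slide, so the slide as a block was not run.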

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

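The tests of explanations below were chosen after the results were seen, whereas the gene lists were fixed before the data were examined. Lists of genes that the paper does not report as groups on these arrays passed camera with a preset correlation, and none passed with an estimated correlation (smallest adjusted p = 0.318), a test with few degrees of freedom here. Their median log2 fold changes in the arrays labelled IL-17RA-/- were -1.02 for proximal tubule markers, -0.65 for distal nephron markers, -2.13 for fat tissue markers, 0.43 for kidney injury markers, 0.59 for acute phase and complement genes, 0.33 for glycolysis and hypoxia, 0.38 for apoptosis genes and 0.67 for immediate early and heat shock genes.

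Xist, which the paper does not report, was higher in replicate 2 than in replicate 1, by 5.38 on the log2 scale in WT and by 5.85 in the arrays labelled IL-17RA-/-. RNA of both sexes mixed in replicate 2 is argued against by Eif2s3y, which was detected on 0 of its arrays. A candidate explanation is female RNA in replicate 2 and male RNA in replicate 1 of both genotypes. The smaller Xist difference of 5.38 is the pattern itself, so only the missing Y-linked signal is a separate observation. These markers were chosen after their values were seen. The paper states that male mice were used, and a biological cause other than sex was not tested.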

How the results depend on the processing

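Over all results and alternatives, 2028 values kept their direction and their side of the threshold, 550 newly passed it, 11 no longer passed it, 33 changed sign and 34 counts moved by over 1.5 times. The cause of these changes was not tested. Alternatives counting arrays as samples take arrays of the same replicate as further samples, although these correlated at 0.993 to 0.996 across genes. The random, array letter and array set blocks also fit single arrays, with an estimated correlation within replicates. Against 0 called genes and 839 higher and 733 lower at an unadjusted p under 0.05, replicates by title gave 0 higher and 0 lower at the adjusted threshold and 896 and 804 at an unadjusted p under 0.05. Replicates by description gave 383 higher and 239 lower at the adjusted threshold and 1286 and 1304 at an unadjusted p under 0.05, but the 2 arrays with conflicting numbers correlated at 0.994 with the replicate of their title and at 0.978 with that of their description, so this grouping averages unlike arrays. Arrays as separate samples gave 1629 higher and 1750 lower at the adjusted threshold and 2144 and 2351 at an unadjusted p under 0.05, and the replicate as a random block gave 819 higher and 731 lower at the adjusted threshold and 1363 and 1458 at an unadjusted p under 0.05. The array letter block gave 719 higher and 607 lower at the adjusted threshold and 1278 and 1359 at an unadjusted p under 0.05, and the array set block, chosen after seeing the data, gave 815 higher and 729 lower at the adjusted threshold and 1335 and 1455 at an unadjusted p under 0.05. Median scaling called 9 genes higher and 3 lower, and moved the share of higher genes among those at an unadjusted p under 0.05 to 43.3% from 53.4%. All other alternatives called 0 genes, apart from the blocks that follow. Leaving out 1 replicate gave 433 to 1065 higher and 353 to 1007 lower genes at an unadjusted p under 0.05, with 507 and 447 without WT replicate 1 and the lowest counts without WT replicate 2. The lone replicate left is assumed to vary like the other group.

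With the replicate number as a block, 460 higher and 410 lower at the adjusted threshold and 1263 and 1448 at an unadjusted p under 0.05 were found. The sex-marker block, chosen after seeing the data, parts the replicates in the same way and gave the same values. The difference between replicates 1 and 2 correlated across genes at 0.60 between WT and the arrays labelled IL-17RA-/-, but 2 pairs do not show that the numbers pair the samples. Klk1 was at -0.46 with the block (adjusted p = 0.0383, limma), and the antigen presentation list had a median of 0.079 with its test turned in sign. Klk1 also passed at -0.45 with arrays as separate samples (adjusted p = 0.00574, limma) and with the array set block (adjusted p = 0.014, limma). Both fit single arrays of the same replicates, whereas limma called 0 genes on the 12 arrays averaged by title. The adjusted p of Klk1 ranged from 0.00574 to 0.847 over all alternatives. Without 1 replicate Klk1 was at -0.58 to -0.34, and the median of the kallikrein family was -0.85 to -0.31.

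The paper does not say that the test named in the methods was used for the arrays. With its values, 0 genes passed after Benjamini-Hochberg adjustment and 629 higher and 490 lower passed the methods' threshold. The kallikrein family, at a median of -0.57, then lost its call, as did the chemokine (adjusted p = 0.0705), apoptosis (adjusted p = 0.0991) and fat tissue lists (adjusted p = 0.241) and 5 others. The sign of the list test turned with the median at 0.12 for sex chromosome genes in that setting, at 0.085 for antigen presentation under median scaling, and for the heat map genes at -0.26 with the random, array letter and array set blocks and at -0.26 with robust eBayes. Anp32a was at 0.014 from the mean of its probes. The odds ratio for genes near Il17ra was 1.00. It was 0.948 with no filter, 0.756 with the test of the methods, 1.45 with replicates by description, 1.56 with the array letter block, 1.45 with the array set block and 1.01 to 1.62 without 1 replicate. Leaving out 1 replicate turned the sign of some values, which then ranged over -2.66 to 3.19 for Xist, -1.64 to 1.95 for Eif2s3y and -0.50 to 0.67 for Kdm5d. The list medians ranged over -0.47 to 0.42 for antigen presentation, -0.11 to 0.027 for claudins, -0.25 to 0.17 for fatty acid oxidation, -0.89 to -0.057 for female-biased and -1.38 to 0.21 for male-biased kidney genes, -0.46 to 1.57 for the interferon response, -0.22 to 0.33 for lymphocyte markers, -0.59 to 0.47 for podocyte and endothelial markers, -0.38 to 0.12 for proliferation genes and -0.39 to 0.43 for sex chromosome genes. Signal over background limits Klk1b1, Klk1b9, Klk1b11, Klk1b22 and Klk1b24, which were not detected on every array labelled IL-17RA-/-. The slide as a block was not run, since the files give no slide.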

Differences from the paper's values

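The heat map of the paper is drawn with a color scale whose unit is not named, and its values are set here beside log2 fold changes. Its legend speaks of averaged intensity. Of 23 genes, 20 have the same sign, 14 lie within the larger error and 9 differ. That error is the larger of the pooled SD of the replicates (n = 2 per group) and 0.1 for the reading by eye. A gene of opposite sign counts as different. This is a rule of thumb and no test of the difference. For Klk1 the paper's value is about -1.4 in Fig 1B, read by eye, against -0.46 here, and no alternative set before the data were examined closes the gap. The unit itself could: Klk1 was lower by a fold of 1.37 here, and Cldn4 was higher by a fold of 2.16. For Ccl4, however, the reading of about 2.5 lies near 2.55 on the log2 scale and far from a fold of 5.85. The unit therefore stays open. For Klk1b11 the paper's value is about 1.4 in Fig 1B, read by eye, against -0.57, and for Klk1b21 it is about 0.86 in Fig 1B, read by eye, against -0.46. For Chrna4 the paper's value is about 0.63 in Fig 1B, read by eye, against -1.11, for Cldn4 it is about 1.8 in Fig 1B, read by eye, against 1.11, and for Anp32a it is about -0.63 in Fig 1B, read by eye, against -0.26. For these 5 genes no such alternative closes the gap. For Cxcl2 the paper's value is about 1.1 in Fig 1B, read by eye, against 2.01, and falls within the error without WT replicate 2 (1.65) and without replicate 1 labelled IL-17RA-/- (1.59), but in no other such alternative. For Aqp1 the paper's value is about -0.91 in Fig 1B, read by eye, against -1.36, and falls within the error without WT replicate 1 (-1.13), but in no other such alternative. For Ndufa4 the paper's value is about -0.34 in Fig 1B, read by eye, against -0.22. It falls within the error under median scaling (-0.24), in the 5 settings set before the data were examined that use all 12 arrays (-0.26), without WT replicate 2 (-0.24) and without replicate 2 labelled IL-17RA-/- (-0.32), but in no other alternative set before the data were examined. It also does so with the array set block (-0.26), which was chosen after seeing the values and moves 0 of the 14 genes that lie within the error outside it. Neither that block nor the sex-marker block, also chosen after seeing the values, closes any other of these gaps.

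The heat map of the paper holds 23 genes tested here, and limma without a block calls 0 of these. The grouping by description goes against the correlations between arrays, which place the 2 arrays with conflicting numbers with the replicate of their title (0.994 against 0.978). Limma calls 7 higher and 5 lower with the replicate number as a block, 5 higher and 4 lower with replicates by description, 0 higher and 0 lower with replicates by title, 8 higher and 15 lower with arrays as separate samples, 7 higher and 7 lower with the replicate as a random block, 7 higher and 6 lower with the array letter block and 1 higher under median scaling. With blocks chosen after seeing the values it calls 7 higher and 8 lower (array set) and 7 higher and 5 lower (sex markers). The heat map of the paper places Klk1 lowest, whereas Aqp1 is lowest of its genes here. The paper states that several kallikrein genes are reduced in IL-17RA-/- kidney. Since the paper singled out the family on these arrays, its direction here is not independent evidence. All 11 tested genes of the family are negative, and none passes the adjusted test. Of those in the heat map, Klk1, Klk1b26 and Klk1b27 pass it with the replicate number as a block, Klk1b5 with replicates by description, Klk1b5 and Klk1b26 with the array letter block, Klk1b5, Klk1b26 and Klk1b27 with the replicate as a random block, and these with Klk1, Klk1b11 and Klk1b21 with arrays as separate samples, all set before the data were examined. Klk1, Klk1b26 and Klk1b27 also pass it with the array set and sex-marker blocks, and Klk1b5 with the former, which were chosen after seeing the values. The paper states that Cxcl1, Cxcl2 and Lcn2 were unaffected by qPCR (S1A Fig). Here their log2 fold changes are 0.86, 2.01 and 0.19, and none passes the adjusted test. Cxcl1 and Cxcl2 pass it with replicates by description, though not by title, and with arrays as separate samples, the replicate as a random block, the array letter block and the replicate number as a block (adjusted p = 0.00882 and 0.00309 with the last, limma), and with the array set and sex-marker blocks, which were chosen after seeing the values. Lcn2 passes it only with arrays as separate samples (adjusted p = 0.0208, limma), which counts arrays of the same replicate as samples. It is the brightest of the heat map genes here, and a ceiling on its change was not tested. Over all alternatives the adjusted p ranged from 8.5e-05 to 0.671 for Cxcl1, from 9.4e-06 to 0.554 for Cxcl2 and from 0.0208 to 0.932 for Lcn2. The paper states that a few known IL-17 target genes differ and that the profile is distinct from other settings. Here all 17 tested genes of the IL-17 signature are higher in the arrays labelled IL-17RA-/-, 14 of them when adjusted over the list alone, 0 over all genes and 10 over all genes with the replicate number as a block.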

Other observations

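The tests of explanations below were chosen after the results were seen. Fat tissue markers were lower in the arrays labelled IL-17RA-/-, with 6 of 7 negative (camera adjusted p = 8.9e-05, and adjusted p = 0.352 with an estimated correlation) and 6 lower when adjusted over the list alone. With the replicate number as a block, limma called 5 of them lower over all genes, and the list failed camera with an estimated correlation (adjusted p = 0.523). The median was -2.39 between the replicates numbered 1 and -1.09 between those numbered 2. It was -1.28 without WT replicate 1, -1.21 without replicate 1 labelled IL-17RA-/-, -1.12 with no filter and -0.87 without background correction. Ucp1 and Cidea, genes of brown fat, had log2 fold changes of -2.56 and -2.23 and were detected on 1 and 2 of the 6 arrays labelled IL-17RA-/-, and the adipokine gene Adipoq was at -2.13. Of 13 apoptosis genes, 11 were positive (camera adjusted p = 4.7e-04, and adjusted p = 0.337 with an estimated correlation), with the genes Bak1 and Fas, which promote cell death, at 0.64 and 0.51 and the genes Mcl1 and Bcl2a1b, which oppose it, at 0.46 and 0.32, and 0 passed when adjusted over the list alone. With the replicate number as a block, 2 were higher when adjusted over the list alone and 0 over all genes. The median of the apoptosis genes was 0.24 without background correction. All 15 tested interferon response genes were positive with a median of 0.61, which did not pass camera (adjusted p = 0.131), and the median was 0.11 between the replicates numbered 1 and 0.99 between those numbered 2. The list passed under median scaling (adjusted p = 0.0192) and with the replicate number as a block (adjusted p = 1.5e-04, and adjusted p = 0.727 with an estimated correlation), and with replicates by description, a grouping that the correlations between arrays go against, but not by title (adjusted p = 0.122), and its adjusted p ranged from 1.1e-08 to 0.995 over all alternatives. It also passed without WT replicate 2 (median 1.13) and without replicate 1 labelled IL-17RA-/- (median 1.57), and its median was -0.028 without WT replicate 1 and -0.46 without replicate 2 labelled IL-17RA-/-.

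Other large positive log2 fold changes were 3.25 for Stfa2, 3.12 for Ifitm6, 3.06 for the decoy receptor gene Il1r2, 2.98 for Retnlg and 2.78 for the antimicrobial peptide gene Camp. Large negative ones were -2.60 for the carboxylesterase gene Ces1d, -2.50 for the gluconeogenic gene G6pc, -2.43 for Tmem174, -1.99 for the chloride channel subunit gene Bsnd and -1.87 for the protease gene Mep1b. Fcrls was not well above background in the arrays labelled IL-17RA-/- and at least 2.91-fold lower there after background correction, but its fitted log2 fold change without that correction was -0.57, a smaller difference than this bound, and from the mean of its probes -1.11. These genes had an unadjusted p under 0.05 and failed the adjusted test of limma without a block. With the replicate number as a block they passed it, at adjusted p-values from 0.0034 (Il1r2) to 0.015 (Camp). Without background correction Stfa2 was at 1.70, Camp at 1.18, Mep1b at -1.01, Ucp1 at -1.11, Cidea at -0.87, Adipoq at -1.01 and Bak1 at 0.23, and Ucp1 was at -1.18 and Cidea at -1.48 without WT replicate 1, Ucp1 at -3.94 without WT replicate 2, and Stfa2 at 2.01, Adipoq at -1.21 and Bsnd at -1.16 without replicate 1 labelled IL-17RA-/-. Mep1b was at -1.20 from the mean of its probes. Lists that did not pass camera had medians of -0.20 for monocyte and macrophage markers, 0.15 for lymphocyte markers (0.072 with genes near background at their bound), 0.079 for antigen presentation, -0.052 for podocyte and endothelial markers, 0.10 for matrix and repair genes, -0.12 for proliferation genes, -0.072 for fatty acid oxidation, 0.0075 for claudins, 0.15 for IL-17 cytokines and receptors, -0.66 for male-biased and -0.80 for female-biased kidney genes, -0.22 for red blood cell markers and 0.028 for reference genes. Of these, male-biased kidney genes passed with the replicate number as a block (adjusted p = 0.0019, and adjusted p = 0.523 with an estimated correlation, 0.0019 to 0.94 over all alternatives), matrix and repair genes with the random and array letter blocks and the array set block chosen after seeing the data, and reference genes with values from the test named in the methods. Leaving out 1 replicate brought male-biased and female-biased kidney genes, matrix and repair genes, antigen presentation, podocyte and endothelial markers and proliferation genes past the threshold in at least 1 case each. Adrenal gland markers and Nnt had too few tested genes. Of the flanking genes of Il17ra, 20 of 144 had an unadjusted p under 0.05, against 1550 of 11204 elsewhere (Fisher's exact test, two-sided, p = 1). The share near Il17ra was higher by the exact test with replicates by description (p = 0.0456, against p = 0.29 by title), with the array letter block (p = 0.0167), without replicate 2 labelled IL-17RA-/- (p = 0.0163) and with the array set block chosen after seeing the data (p = 0.0409), and did not pass the threshold in the other alternatives.

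The lower kallikreins were set against 3 explanations. For a lower share of nephron RNA, the prediction was that the markers of every other cell type rise alike. The medians of 4 such lists, over genes detected on every array, lay up to 1.65 apart between the replicates numbered 1 (summed spread of the members 1.45). They lay up to 2.34 apart between those numbered 2 (summed spread 1.15), so a rise alike was not seen. The gap for number 1 sets neutrophil markers against 3 red blood cell genes and that for number 2 sets them against monocyte and macrophage markers. Both rest on the neutrophils, and more neutrophil RNA would itself lower the nephron share, so this test cannot decide and the explanation stays open. For a fall of nephron genes wider than the kallikreins, the family median differed from the distal nephron median by 0.075, against a spread of 0.71 among the distal nephron markers. That is a spread of single genes, which most family medians would have met, so the closeness is weak evidence. The distal nephron list also failed camera with an estimated correlation (adjusted p = 0.559), and the explanation stays open. Probes that read RNA of several members would change alike, and the 4 bright probes ranged over 0.15 between the replicates numbered 2 and 0.78 between those numbered 1, which leaves this open. The second Klk1b26 probe, detected on 0 WT arrays and on 0 arrays labelled IL-17RA-/-, was not part of this test.

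The higher Il17ra signal in the arrays labelled IL-17RA-/- has candidate explanations that remain open. If the labels of the groups were exchanged, Klk1 would be higher in the arrays labelled IL-17RA-/-, given the qPCR of the paper (Fig 1D), and it was at -0.46, but those mice do not settle the labels of the arrays. An exchange would also place genes that IL-17 induces higher in these arrays. All 17 tested genes of the IL-17 signature were positive there, with a median of 0.87, so the observations point in different directions. The paper reports a higher fungal burden in IL-17RA-/- mice (Fig 1A), and its part in this was not tested. A transcript of the altered gene from white blood cells, read by a probe outside the deleted part, would go with more neutrophil RNA, and the neutrophil marker median was 1.47. These cannot be told apart here, because the position of the probe is not known.

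The 4 replicates can be split into 2 groups of 2 in 3 ways, which is too few for a share under 0.05. The real split gave 1572 genes at an unadjusted p under 0.05, as the 1 split with that many, and the highest other, replicate 1 against 2, gave 734. At the adjusted threshold the real split gave 0 genes and replicate 1 against 2 gave 2.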
